# Evaluation of Copanlisib in Combination with Eribulin in Triple-negative Breast Cancer Patient-derived Xenograft Models

**DOI:** 10.1158/2767-9764.CRC-24-0047

**Published:** 2024-06-05

**Authors:** Zhanfang Guo, Jingqin Luo, R. Jay Mashl, Jeremy Hoog, Piyush Maiti, Nikki Fettig, Sherri R. Davies, Rebecca Aft, Jason M. Held, Ramaswamy Govindan, Li Ding, Shunqiang Li, Cornelius von Morze, Gerburg M. Wulf, Kooresh I. Shoghi, Cynthia X. Ma

## Abstract

The PI3K pathway regulates essential cellular functions and promotes chemotherapy resistance. Activation of PI3K pathway signaling is commonly observed in triple-negative breast cancer (TNBC). However previous studies that combined PI3K pathway inhibitors with taxane regimens have yielded inconsistent results. We therefore set out to examine whether the combination of copanlisib, a clinical grade pan-PI3K inhibitor, and eribulin, an antimitotic chemotherapy approved for taxane-resistant metastatic breast cancer, improves the antitumor effect in TNBC. A panel of eight TNBC patient-derived xenograft (PDX) models was tested for tumor growth response to copanlisib and eribulin, alone or in combination. Treatment-induced signaling changes were examined by reverse phase protein array, immunohistochemistry (IHC) and ^18^F-fluorodeoxyglucose PET (^18^F-FDG PET). Compared with each drug alone, the combination of eribulin and copanlisib led to enhanced tumor growth inhibition, which was observed in both eribulin-sensitive and -resistant TNBC PDX models, regardless of PI3K pathway alterations or PTEN status. Copanlisib reduced PI3K signaling and enhanced eribulin-induced mitotic arrest. The combination enhanced induction of apoptosis compared with each drug alone. Interestingly, eribulin upregulated PI3K pathway signaling in PDX tumors, as demonstrated by increased tracer uptake by ^18^F-FDG PET scan and AKT phosphorylation by IHC. These changes were inhibited by the addition of copanlisib. These data support further clinical development for the combination of copanlisib and eribulin and led to a phase I/II trial of copanlisib and eribulin in patients with metastatic TNBC.

**Significance:**

In this research, we demonstrated that the pan-PI3K inhibitor copanlisib enhanced the cytotoxicity of eribulin in a panel of TNBC PDX models. The improved tumor growth inhibition was irrespective of PI3K pathway alteration and was corroborated by the enhanced mitotic arrest and apoptotic induction observed in PDX tumors after combination therapy compared with each drug alone. These data provide the preclinical rationale for the clinical testing in TNBC.

## Introduction

The PI3K pathway signaling plays a crucial role in many biological processes, including cell survival, growth, metabolism, differentiation, motility, genomic instability, and angiogenesis (1). Aberrant PI3K/AKT pathway activation has been frequently observed in triple-negative breast cancer (TNBC; refs. 2, 3). Per The Cancer Genome Atlas TNBC dataset, activation of this key pathway occurs by various mechanisms, including *PIK3CA* mutations (7%), and more frequently, deficiency or loss of expression of the tumor suppressor phosphatase and tensin homolog PTEN (35%; refs. 4, 5). Significantly, higher levels of phosphorylated AKT have been observed in TNBC compared with non-TNBC (2). In addition, PI3K pathway activation has also been linked to chemotherapy resistance (6). Various preclinical models have illustrated that inhibition of the PI3K pathway signaling enhances and synergizes with the cytotoxicity of a variety of chemotherapy agents (7–9). Increasing evidence indicates that activation of the PI3K/AKT pathway also helps maintain the stemness and chemoresistance of breast cancer stem cells (CSC; refs. 10, 11). Previous studies have shown that PI3K inhibition sensitizes these CSCs to chemotherapy and molecular targeted therapy in several cancers, including breast cancer (12). Therefore, the combination of a PI3K inhibitor with chemotherapy is an attractive therapeutic strategy for TNBC.

Eribulin mesylate (Halaven, Eisai Inc) is a non-taxane inhibitor of microtubule dynamics that is approved for the treatment of metastatic breast cancers previously treated with anthracycline and taxane (13). In the phase III EMBRACE study, eribulin mesylate was associated with significant improvement in overall survival (OS) compared with treatment of physician's choice in this heavily pretreated patient population (14). The efficacy of eribulin mesylate in TNBC was demonstrated in the pooled analysis of two phase III studies (EMBRACE/Study 305), which reported a 4.7-month improvement in median survival with eribulin compared with control chemotherapy (median OS: 12.9 vs. 8.2 months; HR 0.74; *P* = 0.006; ref. 15). In addition to the induction of an irreversible mitotic block, eribulin has been shown to impact tumor vascular remodeling (16) and inhibition of epithelial-to-mesenchymal transition (EMT) and metastasis in experimental models (17). Our group previously demonstrated that the PI3K inhibitor BKM120 enhanced the antitumor effect of eribulin in TNBC both *in vitro* and *in vivo* using PDX models (18), synergistically reducing markers of EMT and stem cells, and enhancing both mitotic arrest and apoptosis. However, BKM120 is no longer in clinical development. Copanlisib is a potent pan-class I PI3K inhibitor with activity predominantly against the α and δ PI3K isoforms (IC_50_ 0.5 and 0.7 nmol/L, respectively) compared with the β or γ isoform (IC_50_ 3.7 and 6.4 nmol/L, respectively; ref. 19). It was initially approved by the FDA for relapsed/refractory follicular lymphoma. It also demonstrated single-agent activity in solid tumor malignancies, including breast cancer, in the initial phase I study (20), with activity observed in tumors with either *PIK3CA* mutation or PTEN loss. The activity of copanlisib has not been investigated in TNBC, consequently we conducted this preclinical study to examine its antitumor activity as a single agent and in combination with eribulin in both eribulin-sensitive and -resistant TNBC PDX models.

## Materials and Methods

### Chemicals and Antibodies

Copanlisib (BAY 80-6946) and eribulin were obtained through material transfer agreement from NCI CTEP. The primary antibodies against PTEN (catalog no. 9559), Cleaved PARP (Asp214; Human Specific catalog no. 9541S), and phospho-AKTS473 (catalog no. 4060) in IHC analyses were purchased from Cell Signaling Technology, and pHistone H3 (Ser 10; catalog no. 06-570) from Millipore.

### Generation of PDX Models

Fresh tumor specimens were obtained via biopsy or tumor resection from patients with breast cancer after obtaining written informed consent, in compliance with NIH regulation, institutional guidelines and Institutional Review Board approval at Washington University (St. Louis, MO; ref. 21). Procedures for sample processing and establishment of orthotopic xenograft models in the fourth mammary fat pad of NOD/SCID mice have been described in detail previously (21). Written informed consent was obtained from patients for PDX engraftment and that PDX models are available through the application to the Human and Mouse-Linked Evaluation of Tumors core (http://digitalcommons.wustl.edu/hamlet).

### IHC

IHC analyses for PTEN, pAKT, pHistone H3, and cleaved PARP were performed on 5 µm sections of formalin-fixed paraffin-embedded (FFPE) PDX tumors as described in our previous publication (18, 22).

### mRNA Gene Expression Analysis Using Agilent 4 × 44K Arrays

RNA was extracted from cryopulverized PDX tumor tissue according to established protocol (23). Purified total RNA samples were then profiled using 4 × 44K human oligo microarrays (Agilent Technologies) as described previously. Raw Agilent 4 × 44K gene expression data were preprocess and normalized using the BioConductor “limma” package sequentially through background subtraction, loess within-array normalization and quantile between-array normalization. The probe level gene expression data were collapsed to gene level by median expression. ComBat was applied using the R package “sva” to the normalized gene expression data to correct for potential human/mouse batch effect (24). Research use only PAM50 subtype classification were described previously (25). Microarray data are available through the Gene Expression Omnibus database (GSE243865). TNBC subtypes were assigned for each of the samples using “TNBCtype” (refs. 26–28; http://cbc.mc.vanderbilt.edu/tnbc/index.php).

### Whole-exome Sequencing Analysis

The whole-exome sequencing data generation and variant calling for PDX models (WHIMs 3, 4, 6, 10, 12, 29, 34, 52) were published previously (21, 29–31).

### Reverse Phase Protein Array

Reverse phase protein array (RPPA) of PDX tumor lysates was performed at the Antibody-based Proteomics Core at the MD Anderson Cancer Center. Please see the link for a complete list of validated antibodies: https://www.mdanderson.org/research/research-resources/core-facilities/functional-proteomics-rppa-core.html.

### *In Vivo* Studies of Drug Response in PDX Models

Eight TNBC PDX models (WHIMs 3, 4, 6, 10, 12, 29, 34, 52) with varying degrees of baseline PI3K pathway activities were selected from the Washington University Human in Mouse (WHIM) PDX collection (21). Early passages of each PDX model were propagated into the fourth mammary fat pad of 6-week-old NU/J homozygous female mice (Jackson Lab, catalog no. 2019). Treatment was initiated when the xenograft tumor reached approximately 5–7 mm in diameter.

To screen for eribulin sensitivity, tumor-bearing mice engrafted with each PDX model were randomized to receive eribulin (1 mg/kg in all models and 0.3 mg/kg in selected models) or vehicle intraperitoneal weekly × 3 (*n* = 2 each arm). Bidimensional tumor measurements were performed every 2–3 days. Tumor volume (*V*) was calculated from the equation *V* = *ab*^2^/2, where *a* and *b* are tumor length and width (in millimeters), respectively.

Tumor growth and long-term survival in response to 4 weeks of treatments with eribulin and copanlisib, either alone or in combination, were examined and compared for WHIM29 and WHIM34. Tumor-bearing mice were randomly assigned to four treatment groups (*n* = 5 mice per treatment group, two tumors per mouse, one each at the left or right fourth mammary fat pad) when tumor volume reaches approximately 150 mm^3^ to receive either vehicle, eribulin (0.1–0.3 mg/kg, i.p., day 1 each week), copanlisib (10 mg/kg, i.v., days 2 and 3 each week), or the combination of eribulin and copanlisib using the same dosing and schedule for each drug, for 4 weeks, then continued to be followed until endpoint, defined as death or tumor's longest diameter reaching a maximum of 2 cm). Tumor measurements were performed every 2–3 days until endpoints were reached.

Tumor growth response to eribulin in combination with copanlisib was also screened in the rest of the six TNBC PDX models (WHIM3, WHIM4, WHIM10, WHIM6, WHIM12, and WHIM52), besides WHIM29 and WHIM34. Mice engrafted with each PDX model were randomly assigned to four treatment groups (*n* = 2 mice per treatment group, two tumors per mouse, one each at the left or right fourth mammary fat pad) when tumor size reached approximately 150 mm^3^ to receive either vehicle, or eribulin (0.2 to 1 mg/kg, i.p., day 1 each week), copanlisib (10 mg/kg, i.v., days 2 and 3 each week), or the combination of eribulin and copanlisib for 3–4 weeks. Tumor measurements were performed every 2–3 days until endpoints were reached.

To examine treatment-induced molecular changes, tumor bearing mice were sacrificed 2 hours after the final drug dosing at the completion of 3–4 weeks of treatment as described above with either vehicle, eribulin, copanlisib, or the combination, for each of the eight PDX models. Xenografts were harvested immediately, cut into pieces with some fixed in 10% formalin and some snap frozen for RPPA.

### Preclinical Fluorodeoxyglucose PET Imaging for WHIM29 and WHIM34

Metabolic fluorodeoxyglucose PET (FDG-PET) imaging was performed at baseline (prior to therapy) for tumor-bearing mice (*n* = 15 mice, each harboring two tumors engrafted at the left and the right fourth mammary fat pad) when xenograft tumor reached approximately 7–8 mm in diameter. These 15 mice were then randomized to three treatment groups (*n* = 5 per group) to receive treatment with either vehicle, copanlisib (10 mg/kg i.v., on day 1, and on day 2), eribulin (0.2 or 0.3 mg/kg i.p., on day 1), or the combination of eribulin and copanlisib with the same schedule. A repeat FDG-PET metabolic imaging was performed on day 2, approximately 4 hours after drug/vehicle administration. Mice were sacrificed on day 3 and xenograft tumors were harvested, with tumor pieces fixed in 10% formalin for FFPE block for IHC analysis of pAKT and cleaved PARP.

In preparation for FDG-PET imaging, mice were deprived of food for 4 hours prior to the imaging study. Prior to imaging, mice were anesthetized with 1%–3% isoflurane/oxygen and maintained under anesthesia with 1%–1.5% isoflurane/oxygen throughout the imaging experiment. FDG (8–12 MBq) was injected via a tail vain. Fifty-minute following FDG administration, a static 10-minute PET image acquisition was performed on the Mediso nanoScan PET/CT. Mice were maintained at 37°C during the study in a specialized temperature-controlled bed chamber. CT images were acquired prior to PET imaging for attenuation correction and anatomic co-registration. PET images were reconstructed following manufacturer's recommendations using the OSEM algorithm. PET data were analyzed manually by drawing three-dimensional regions of interest (ROI) over the tumor identified on the PET studies with correlation to CT to confirm tumor location. The uptake data were expressed as mean standardized uptake values (SUV) for each ROI at 50–60 minutes after injection of FDG.

### Statistical Analysis

LIMMA was applied to the RPPA data across PDX models, including the effect of treatment and PDX, to identify the proteins differentiating treatment groups (32). The percent change of a protein resulted from drug treatment was calculated as the difference between the estimated group means of drug-treated samples and vehicle-treated samples, divided by the absolute value of the group mean of the vehicle-treated samples. Significant differentially expressed proteins from LIMMA analyses were claimed at a Benjamini–Hochberg FDR-adjusted *P* value <5%. Tumor cells staining positive for cleaved PARP were counted in three randomly selected fields per tumor at 600× magnification and approximately 309 to 505 cells were counted. ANOVA for repeated measures was applied to model the tumor growth data and survival data, which were analyzed by using the Kaplan–Meier method and graphed in Prism, and pairwise treatment group differences were tested using the log-rank test. *P* < 0.05 was used for significance for all reported statistics in tumor growth and survival data analyses.

### Data Availability

The data generated in this study are available within the article and its Supplementary Data. Materials and models as well as RPPA data files are available upon request from the corresponding author.

## Results

### Characteristics of TNBC PDX Models

To investigate TNBC responses to copanlisib and eribulin, we selected eight TNBC PDX models from the Washington University PDX core that vary in PI3K pathway activity (Fig. 1). All of these models have been reported previously, except the gene expression microarray data for WHIM52 (21, 29–31). 

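Gene expression was profiled in 22 xenograft tumors of the 8 models and in 5 biopsies from the patients whose tumors gave WHIM4, WHIM6, WHIM12, WHIM29, and WHIM34. WHIM3 and WHIM4 had 4 xenograft arrays each, WHIM6 and WHIM10 had 3 each, and WHIM12, WHIM29, WHIM34, and WHIM52 had 2 each. Only the WHIM52 arrays are not labeled as re-analysis, and the paper names their data alone as not reported before. Any batch difference of these arrays cannot be told apart from WHIM52 itself. The xenografts of a model came from different passages in mice, which the labels letter from A. The labels of the WHIM6 xenograft taken as passage C conflict, since its title gives C and its Cy5 source name gives B. Passages of a model descend from the tumor of 1 patient, so the SDs and p-values over them measure the spread between passages of a model and not between patients with similar tumors. RNA of each tumor was labeled with Cy5 and hybridized together with a Cy3-labeled common reference RNA to human oligo microarrays, in the same dye orientation on all 27 arrays. Each value is therefore a log2 ratio of tumor over reference, and dye bias was not balanced by swapped arrays. The probes were made for human transcripts, and signal from mouse stromal RNA was not separated from that of the tumor cells.

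The deposited scanner files hold the mean brightness and the local background of each spot, neither background-corrected nor normalized. The steps followed the order of the paper's methods, which was background correction, loess normalization within arrays, quantile normalization between arrays, and the median of a gene's probes, with limma. Background was corrected with normexp and an offset of 50, because plain subtraction leaves values with no logarithm, and control spots and outlier spots were left out. ComBat, which the paper applied against a potential human/mouse batch effect, was run only as an alternative, since it removes the difference between biopsies and xenografts that was itself tested. Of 41000 probes, 38450 were well above background in the tumor channel on at least 2 arrays, and 28629 of these carried a gene symbol and gave values for 18926 genes. A single probe measured 11780 of the genes. Among genes with 2 probes, the median correlation between the probes across arrays was 0.736, and it was below 0 for 5.96% of them. On the xenograft arrays, 67.7% to 86.6% of probes were well above background in the tumor channel (median 76.7%). On the biopsy arrays this share was 45.1% to 77.7% (median 75.6%). The number of arrays limits the precision of every comparison.

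Genes were compared with limma at a Benjamini-Hochberg adjusted p under 0.05 over all 18926 genes, and 36 lists of genes, fixed before the data were examined, were tested with camera. Camera was run with a preset correlation between genes of 0.01 and again with a correlation estimated from the data. A gene that was not well above background on any array of a group has no fixed size of change there. An at-least fold, where given, is from the tumor channel after loess and A-quantile normalization and is open to dye bias.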

Supplementary Table S1 lists the clinical characteristics and treatment history of patients before and after providing the samples for PDX engraftment. Two models were derived from African American women. All eight models were derived from patients with lethal TNBC that eventually claimed their lives. All PDX models were from biopsies that confirmed TNBC, although the patient who provided the sample establishing WHIM4 had initially HER2-positive disease prior to recurrence, and the patient who provided the sample for establishing WHIM52 initially had estrogen receptor (ER)-positive/HER2-negative disease. Five PDX models were derived from treatment-naïve tumor biopsies from patients with locally advanced (WHIM12), initial metastatic recurrence (WHIM34) or *de novo* stage IV disease (WHIMs 3, 6, 29). WHIMs 4, 10, and 52 were derived from metastatic disease relapsed after prior neoadjuvant or adjuvant anthracycline and taxane therapy.

**FIGURE 1:**
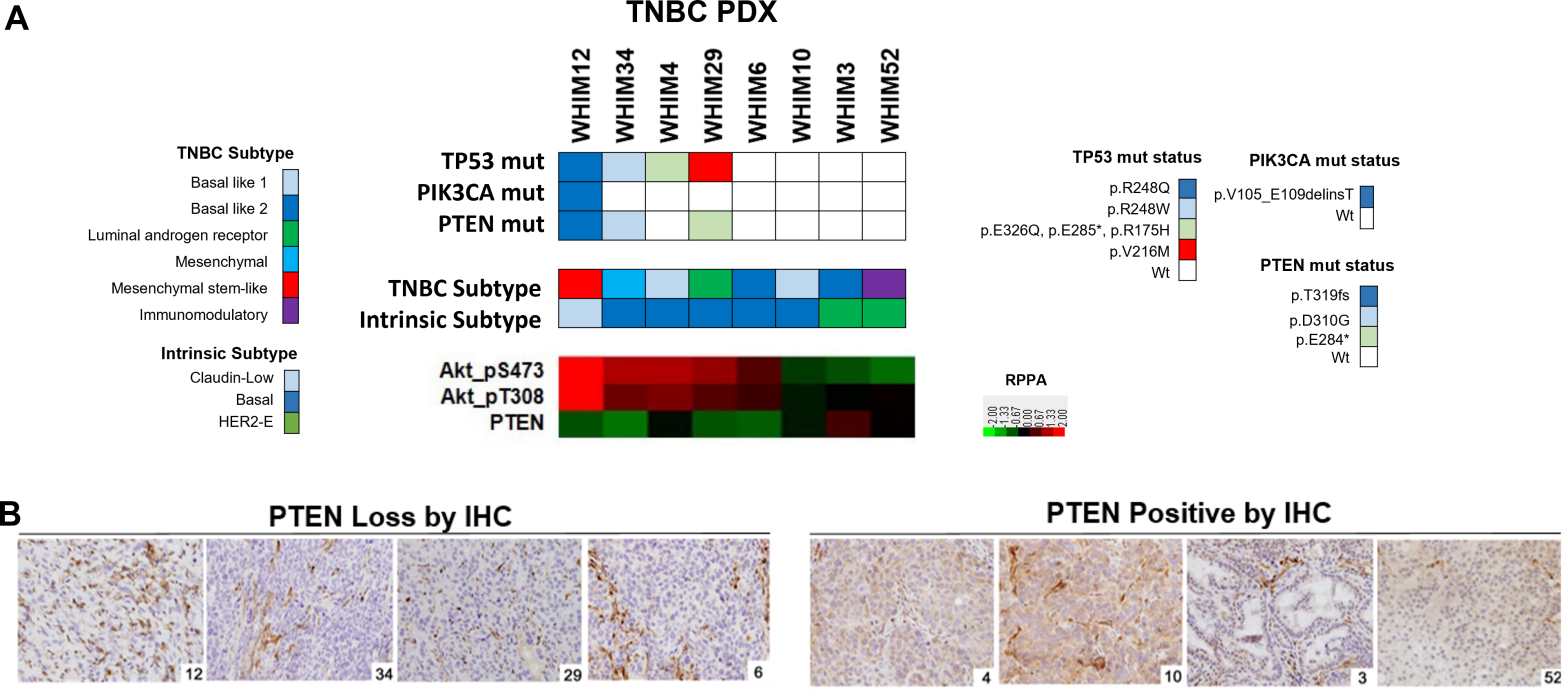
PI3K pathway alterations of selected TNBC PDX models. **A,** Molecular characteristics of the eight TNBC PDX models included in this study, including mutation status of candidate genes based on whole exome sequencing, breast cancer intrinsic subtype and TNBC subtype derived from gene expression profiling, and PI3K pathway signaling activity indicated by levels of AKT phosphorylation and PTEN by RPPA analysis for each model. **B,** Representative pictures of PTEN IHC, demonstrating loss of PTEN expression in four of the eight PDX models. The number at the right lower corner of each IHC picture refers to the WHIM ID of the PDX model analyzed. Note the positive PTEN staining of the stromal cells, which serves as an internal control.

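Xenografts of a model resembled each other far more closely than they resembled xenografts of other models. Across the 18926 genes, the Pearson correlation was 0.866 ± 0.075 (SD, 22 pairs of arrays) between passages of a model and 0.427 ± 0.12 (SD, 209 pairs) between models. This difference of 0.439 was larger than under 100000 permutations of the model labels (one-sided permutation test, p = 1e-05, the smallest they can give), although genes are not independent replicates. Each of the 22 xenograft arrays had its highest correlation with an array of its own model. Between passages, the closest pair was that of WHIM29 (0.968) and the least similar pair belonged to WHIM3 (0.676). Pairs of WHIM3 or WHIM4 arrays on the same slide had a mean correlation of 0.883 (6 pairs), and pairs of these models on different slides had 0.83 (6 pairs). Part of the similarity within these models may come from the slide. However, each pair on different slides held passage E and also differed in scan day, so slide, scan day, and passage cannot be told apart here. Pairs of the other 6 models, which shared no slide, had 0.878 (10 pairs), and the 1 pair of xenografts of different models on a shared slide had 0.597.

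Comparing the later passages with passage A in the 8 models, no gene passed the threshold in limma on the paired differences, and 1026 genes had an unadjusted p under 0.05, where 946 were expected by chance. The median absolute difference was 0.19 on the log2 scale. When genes changed by 1 on the log2 scale were added to simulated data of this design, 96% of them were found. They changed alike in all 8 models and were added together with genes of other sizes of change. This share need not hold for changes in single models or in few genes. Interferon response genes, which cells use against viruses, had a median change of -0.52 in later passages, and none of the 18 passed the test. The MHC class II genes, which present antigens to T cells, had a median change of -0.61, with 0 of 7 lower over all genes and 1 of 7 lower when adjusted over the list alone. Immunomodulatory genes had a median change of -0.36, T and NK cell genes of -0.19, and ribosomal protein genes of 0.20, with no member past the threshold in any of these lists. Single models carried much of the immune changes. Interferon response genes fell most in WHIM34, from a mean log2 ratio of 1.14 in passage A to -0.832 in E, and MHC class II genes fell most in WHIM6. Both other immune lists fell most in WHIM12, where the immunomodulatory genes had a mean of 0.675 in passage A and -0.474 in C. Camera called 7 lists lower and 3 higher in later passages, but none held with an estimated correlation (adjusted p = 0.277 or higher).

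The 5 biopsies had a mean correlation of 0.641 ± 0.084 (SD, n = 5) with the xenografts of their own model and of 0.373 ± 0.107 (SD, n = 5) with those of the other 4 models. The difference was 0.268 ± 0.158 and was positive for 5 of 5 biopsies (exact sign-flip test, two-sided, p = 0.063, the smallest that 5 pairs allow). For 4 of the 5 biopsies, the own model had the highest mean correlation of the 5 models.

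**Figure D1:**
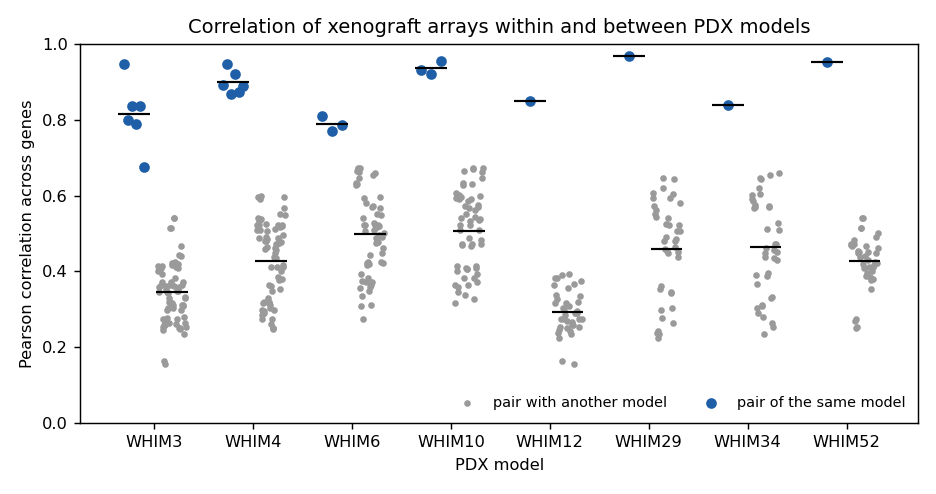
Pearson correlation across genes (vertical axis, no unit) of pairs of xenograft arrays for each PDX model (horizontal axis). Blue points are pairs of passages of the model, gray points are pairs with an array of another model, and bars are means. Every blue point lies at or above 0.676 and the highest gray point lies at 0.673.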

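Genes of immune cells were higher in the biopsies than in the xenografts grown from them. In limma on the 5 paired differences between a biopsy and the mean of its model's xenografts, 63 genes were higher in the biopsies and 4 were lower. The largest increases included AIF1, a macrophage protein, and CD163, a scavenger receptor of macrophages. AIF1 had a log2 fold change of 5.72 (standard error 0.68, adjusted p = 0.0396 in limma), from a log2 ratio of -4.50 ± 0.74 in xenografts to 1.22 ± 1.53 in biopsies (SD, n = 5 pairs). CD163 rose by 5.32 on the log2 scale (standard error 0.58, adjusted p = 0.0343 in limma) and was well above background on 2 of the 13 xenograft arrays. Others were RGS1 (5.29), the immunoglobulin heavy chain locus IGH (5.26), the Fc receptor gene FCGR3A (4.53), the hematopoietic genes GMFG (4.22) and HCLS1 (4.19), TYROBP (4.05), which encodes an adaptor of receptors on myeloid and NK cells, ACP5 (3.96), and the chemokine gene CCL2 (3.96). On the 13 xenograft arrays, RGS1 was well above background on 2 and FCGR3A on 5, so the size of these changes is less certain. Among the lower genes were IMPA2, an inositol monophosphatase gene (-1.07, standard error 0.12, adjusted p = 0.0343 in limma), and COX6A1, which encodes a subunit of cytochrome c oxidase (-2.41, standard error 0.12, adjusted p = 0.00268 in limma). COX6A1 was not called with the authors' value table (log2 fold change -0.62, adjusted p = 0.649, the highest of its alternatives). The other 2 lower genes carry only provisional names.

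Among myeloid genes, 5 of 15 were higher over all genes and 15 of 15 when adjusted over the list alone, with a median change of 3.25. The T and NK cell list had 0 of 17 higher over all genes and 14 of 17 when adjusted over the list alone (median 1.51). For B and plasma cell genes these counts were 1 and 6 of 10 (median 0.88), with JCHAIN, which joins antibody units, at 3.01 (standard error 0.33, adjusted p = 0.0343 in limma). MHC class II genes gave 1 and 7 of 7 (median 1.94), with HLA-DRA at 3.67. Of the endothelial genes, 1 of 13 was higher over all genes and 8 when adjusted over the list alone (median 1.04), with VWF, the gene of von Willebrand factor, at 1.68. Interferon response genes gave 0 and 12 of 18 (median 1.46), and immunomodulatory genes 1 and 14 of 20 (median 1.02). Immediate early genes, which respond within minutes to stress and handling, had 0 and 6 of 15 higher (median 0.97). None of the 22 fibroblast and matrix genes passed the test in either way, with a median change of 1.81. PAM50 proliferation genes had a median change of -0.56, with 0 of 21 lower over all genes and 7 when adjusted over the list alone. Camera called 17 lists higher and 6 lower. None of these calls held with an estimated correlation (adjusted p = 0.214 for the myeloid, T and NK cell, B and plasma cell, and MHC class II lists).

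The count of 67 genes rested on single pairs, since it was 110 without the WHIM4 pair, 12 without WHIM6, 30 without WHIM12, 8 without WHIM29, and 21 without WHIM34, and it was 5 in the 4 pairs that shared a slide. Single calls were lost with it, since ACP5 passed under 17 of 17 alternatives, HCLS1 and COX6A1 under 15, IGH under 14, AIF1, GMFG, and TYROBP under 13, JCHAIN under 9, CCL2 under 8, and IMPA2 under 4. RGS1 passed under 14 of 15, CD163 under 8 of 15, FCGR3A under 9 of 16, and HLA-DRA under 8 of 16. The count also moved with the processing, from 35 without normalization between arrays to 361 with the authors' value table, where genes higher in the biopsies made up 31 of the 35 and 350 of the 361.

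**Figure D2:**
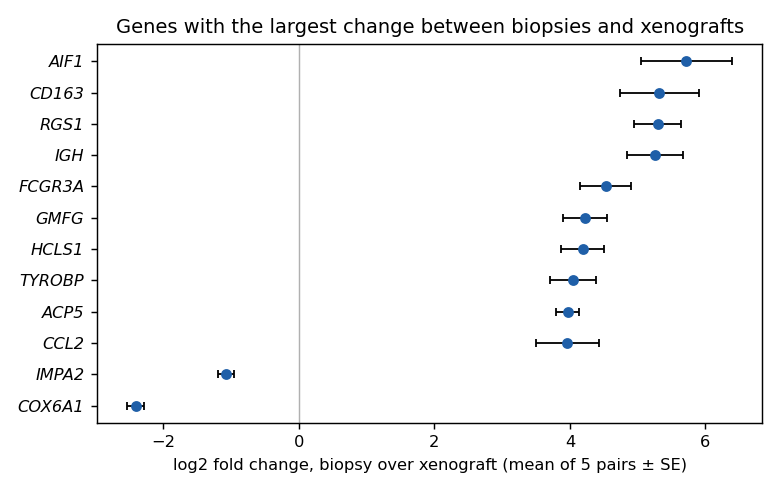
Log2 fold change of biopsies over xenografts (horizontal axis) for the 12 named genes with the largest changes past the threshold (vertical axis). Points are means of 5 pairs and bars are standard errors. The genes higher in biopsies lie between 3.96 and 5.72, and COX6A1 and IMPA2 lie at -2.41 and -1.07.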

In previous reports, we demonstrated that PDX models preserve the genomic alterations and mRNA expression profiles of the original tumor, and were genomically and proteomically stable across early passages (21). In addition, these PDX models represent the diverse intertumor heterogeneity of human TNBC in gene expression and proteomic profiles (21, 30). 

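Most genes differed in expression between the 8 models. In limma's F test, 14421 of the 18926 genes (76.2%) passed an adjusted p under 0.05. The median SD of a gene was 0.28 between passages of a model and 0.44 between the 8 model means, on the log2 scale. Each model was set apart by genes whose values in all its xenografts lay beyond those of all other xenografts, and the following log2 fold changes are of a model's mean over the mean of the other 7 models. WHIM3 expressed CEACAM6, a carcinoembryonic antigen family gene, 9.73 higher (standard error 0.40) and the aldo-keto reductase gene AKR1B10 8.62 higher (standard error 0.22), and HENMT1, an RNA methyltransferase gene, at -4.08 (standard error 0.32). In the other models, CEACAM6 was well above background on 7 of 18 arrays. WHIM4 was highest in the calcium-binding protein gene S100B (6.30, standard error 0.23) and the neuropeptide Y receptor gene NPY1R (6.26, standard error 0.28). TMSL8, a beta-thymosin gene, was lowest in WHIM4 (-3.61) and well above background on 1 of its 4 arrays. WHIM6 led in the erythroid factor gene NFE4 (5.41) and the secreted protein gene MIA (5.37), and had the lowest QRICH1 (-2.94). In WHIM10 the smooth muscle actin gene ACTG2 (6.51) and the keratin gene KRT23 (5.37) were highest and EBPL was lowest (-4.86). WHIM12 stood apart by SPARC, a matrix glycoprotein gene (8.50), and the platelet-derived growth factor receptor gene PDGFRB (7.33), and by the epithelial surface antigen gene CD24 (-8.86). PDGFRB was well above background on 7 of the 20 arrays of the other models. WHIM29 had the highest levels of PAGE5 (6.55) and PAGE2 (6.36), cancer-testis antigen genes, and the lowest of the annexin gene ANXA1 (-4.80). WHIM34 had the highest CTAG1A, another cancer-testis antigen gene (5.87), and CRLF1, a cytokine receptor-like gene (5.22), and the lowest ARHGDIB (-4.29). WHIM52 led in the cancer-testis antigen gene XAGE1 (8.33) and in S100P (7.57), and EMC7, a membrane protein complex gene, was lowest there (-5.52). The adjusted p of these 24 differences was 2.29e-05 or lower in limma. CTAG1A, PAGE2, and XAGE1 have near-identical copies that their probes may also measure.

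Groups of genes also differed between models. Interferon response genes were lower in WHIM29, where 14 of 18 members fell (16 when adjusted over the list alone), led by TAP1 (-2.94) and PSMB9 (-2.31), which process antigens. WHIM6 had 11 of 18 higher (14 when adjusted over the list alone), with IFI44 at 3.75 and ISG15 at 2.79. These shifts were called by camera but not with an estimated correlation (adjusted p = 0.359 in WHIM29 and 0.678 in WHIM6). MHC class II genes were higher in WHIM6 for 5 of 7 members (7 when adjusted over the list alone), with HLA-DRA at 2.18 (adjusted p = 0.788 for the list with an estimated correlation). Much of this came from passage A, where the members had a mean log2 ratio of 2.66, beside 0.581 in C and 0.0981 in E. Without passage A, HLA-DRA was at 1.22 (adjusted p = 0.0347 in limma) and CD74, which encodes the chain that guides MHC class II molecules, was no longer called (0.36, adjusted p = 0.344). Of 12 hypoxia genes, 7 were higher in WHIM34, among them CA9 (3.49) and ANKRD37 (2.70), and 8 when adjusted over the list alone. In WHIM29, 7 of the 12 were lower, with ADM at -3.87 and NDRG1 at -2.42 (also 7 when adjusted over the list alone). With an estimated correlation the hypoxia list had an adjusted p of 0.844 in WHIM34 and 0.359 in WHIM29. Among 8 drug efflux transporter genes, ABCC2 (5.46), ABCC3 (4.54), and ABCG2 (2.48) were higher in WHIM3 and none was lower (also 3 when adjusted over the list alone, adjusted p = 0.285 with an estimated correlation). Of 15 FOXO target genes, 8 were higher in WHIM10 and 1 was lower, the same counts as when adjusted over the list alone, with the ubiquitin ligase gene FBXO32 at 3.45 and TXNIP at 2.47 (adjusted p = 0.521 with an estimated correlation). Of 16 ribosomal protein genes, 9 were higher in WHIM4 and 1 was lower (10 and 1 when adjusted over the list alone), with RPL5 at 3.06 and RPS8 at 2.46 (adjusted p = 0.831 with an estimated correlation).

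Between 3783 genes in WHIM6 and 7766 in WHIM3 differed from the other 7 models. In WHIM6, 49.5% of these calls were higher, and 60.3% were without normalization between arrays. Counts rested in part on single arrays, as they dropped in WHIM10 from 6012 to 3727 without passage C and 4001 without D, in WHIM12 from 5741 to 3630 without A and 3463 without C, in WHIM29 from 4970 to 2167 without A and 1768 without B, in WHIM34 from 4550 to 2770 without A and 2532 without E, and in WHIM52 from 6191 to 3737 without A and 3064 without C. Leaving out the normalization between arrays gave 3399 in WHIM12, 2966 in WHIM34, and 3259 in WHIM52, and a term for the annotation release of the array, added after the data were seen, gave 4922 instead of 7391 in WHIM4.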

The eight PDX models represent a variety of TNBC subtypes and PAM50 subtypes by gene expression profiling (Fig. 1A). 

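WHIM12 stood apart from the other 7 models by a loss of epithelial and a gain of mesenchymal gene expression. All 18 genes of claudins and epithelial junctions were lower in WHIM12 in limma (also 18 when adjusted over the list alone), with a median log2 fold change of -3.52. They included the E-cadherin gene CDH1 (-7.65, standard error 0.43, adjusted p = 7.56e-10 in limma), which was well above background on 1 of the 2 WHIM12 arrays, EPCAM (-7.52, standard error 0.37, adjusted p = 1.63e-10 in limma), and the keratin gene KRT19 (-6.47). GRHL2, a factor that maintains epithelial genes, was at least 10.6-fold lower (adjusted p = 6.54e-06 in limma), since it was not well above background on either WHIM12 array. All 12 EMT genes were higher (also 12 when adjusted over the list alone), among them VIM, the gene of vimentin (5.08), and the fibronectin gene FN1 (3.53). Of 19 genes of the mesenchymal TNBC subtype, 14 were higher (also 14 when adjusted over the list alone), led by DKK3 (6.58). Of 22 mesenchymal stem-like genes, 13 were higher and 1 was lower (15 and 1 when adjusted over the list alone), with the surface antigen genes THY1 (4.14) and VCAM1 (3.32). Fibroblast and matrix genes were higher for 21 of 22 members (also 21 when adjusted over the list alone), with a median of 4.05 and with LUM at 7.28 and FBN1 at 6.07. In camera with an estimated correlation, these 5 lists kept adjusted p-values of 0.00434, 0.0039, 0.00408, 0.0399, and 1.52e-05. Of 17 T and NK cell genes, 7 were higher and none lower (8 and 1 when adjusted over the list alone), with an adjusted p of 0.00774 in camera and 0.491 with an estimated correlation, but their mean log2 ratio was 0.429 in passage A and -0.965 in C. Of 13 endothelial genes, 5 were higher, among them PECAM1 (1.72), and 1 was lower, as when adjusted over the list alone (adjusted p = 0.219 in camera). Of 20 immunomodulatory genes, 5 were higher, also when adjusted over the list alone (adjusted p = 0.0413 in camera and 0.565 with an estimated correlation). Whether the mesenchymal expression came from tumor cells or from stroma was not tested.

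The PAM50 basal genes had their highest mean in WHIM6, at a log2 ratio of 1.47, followed by WHIM10 (0.84), WHIM34 (0.54), WHIM4 (0.37), and WHIM29 (-0.55), which Fig. 1A shows as basal. Their mean was -1.03 in WHIM52 and -1.04 in WHIM3, shown as HER2-enriched, and -1.63 in WHIM12, shown as claudin-low. In WHIM6, 6 of 11 basal genes were higher (8 higher and 1 lower when adjusted over the list alone), with the basal keratin genes KRT5 (3.90, standard error 0.28, adjusted p = 9.73e-08 in limma), KRT14 (3.50), and KRT17 (3.33), and the list kept an adjusted p of 0.0328 with an estimated correlation. In WHIM10, 6 of 11 were higher and 1 was lower, as when adjusted over the list alone, led by the Wnt antagonist gene SFRP1 (4.32), with an adjusted p of 0.521 with an estimated correlation. WHIM12 had 8 of 11 lower (9 when adjusted over the list alone), with the P-cadherin gene CDH3 at -4.00 (adjusted p = 0.023 with an estimated correlation). In WHIM52, 8 were lower and 1, EGFR (2.51), was higher (9 and 1 when adjusted over the list alone). WHIM3 had 7 lower, with SFRP1 at -4.09, and 1 higher, KRT17 (2.04), as when adjusted over the list alone. With an estimated correlation the adjusted p was 0.207 in WHIM52 and 0.285 in WHIM3. These 11 genes belong to the classifier behind the subtypes of Fig. 1A, so they are not independent evidence of them.

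The PAM50 HER2 genes were highest in WHIM52, with a mean log2 ratio of 1.33, and in WHIM3 (0.67), and ranged from -0.14 to -1.51 in the other 6 models. In WHIM52, 3 of the 4 were higher (also 3 when adjusted over the list alone), which were TMEM45B (3.88), the adaptor gene GRB7 (1.79), and ERBB2 itself (1.27, standard error 0.23, adjusted p = 0.000322 in limma). Of 5 genes that neighbor ERBB2 on its chromosome, ERBB2 and GRB7 among them, 4 were higher there (5 when adjusted over the list alone). With an estimated correlation the adjusted p was 0.246 for the HER2 genes and 0.207 for the neighbors. WHIM3 had 1 of the 4 HER2 genes higher (also 1 when adjusted over the list alone), TMEM45B, at 3.88, whereas ERBB2 was at -0.37 (adjusted p = 0.0862 in limma). PAM50 luminal genes were higher in WHIM3 for 8 of 14 members and lower for 2, as when adjusted over the list alone, with the pioneer factor gene FOXA1 at 4.52 and MLPH at 3.63 (adjusted p = 0.285 with an estimated correlation). PAM50 proliferation genes were lower in WHIM3 for 14 of 21 members (15 when adjusted over the list alone), with the kinesin gene KIF2C at -1.68. In WHIM52, 11 were lower (12 when adjusted over the list alone), with the cyclin gene CCNB1 at -1.80. WHIM29 had 8 higher (14 when adjusted over the list alone), led by NUF2, a kinetochore gene, at 2.59. With an estimated correlation the adjusted p of this list was 0.419 in WHIM3, 0.254 in WHIM52, and 0.359 in WHIM29.

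Of 14 luminal androgen receptor genes, 7 were higher and 5 lower in WHIM3, as when adjusted over the list alone, with AGR2 at 8.23 and TFF3 at 7.41, and the list was not called (adjusted p = 0.115 in camera, 0.421 with an estimated correlation). WHIM29 had 3 of these genes higher, with SPDEF at 2.76, and 1 lower, as when adjusted over the list alone (adjusted p = 0.869 in camera). Of 14 basal-like 2 genes, 7 were higher and 3 lower in WHIM3, as when adjusted over the list alone, with the growth factor gene AREG at 3.18, and 3 were higher and 1 lower in WHIM6, with KRT6B at 4.32 (4 and 2 when adjusted over the list alone). Of 20 immunomodulatory genes, 1 was higher and 3 were lower in WHIM52, with LCK at -1.75, as when adjusted over the list alone. The paper assigned PAM50 and TNBC subtypes from gene expression profiling and states that the models cover a variety of subtypes (Fig. 1A).

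**Figure D3:**
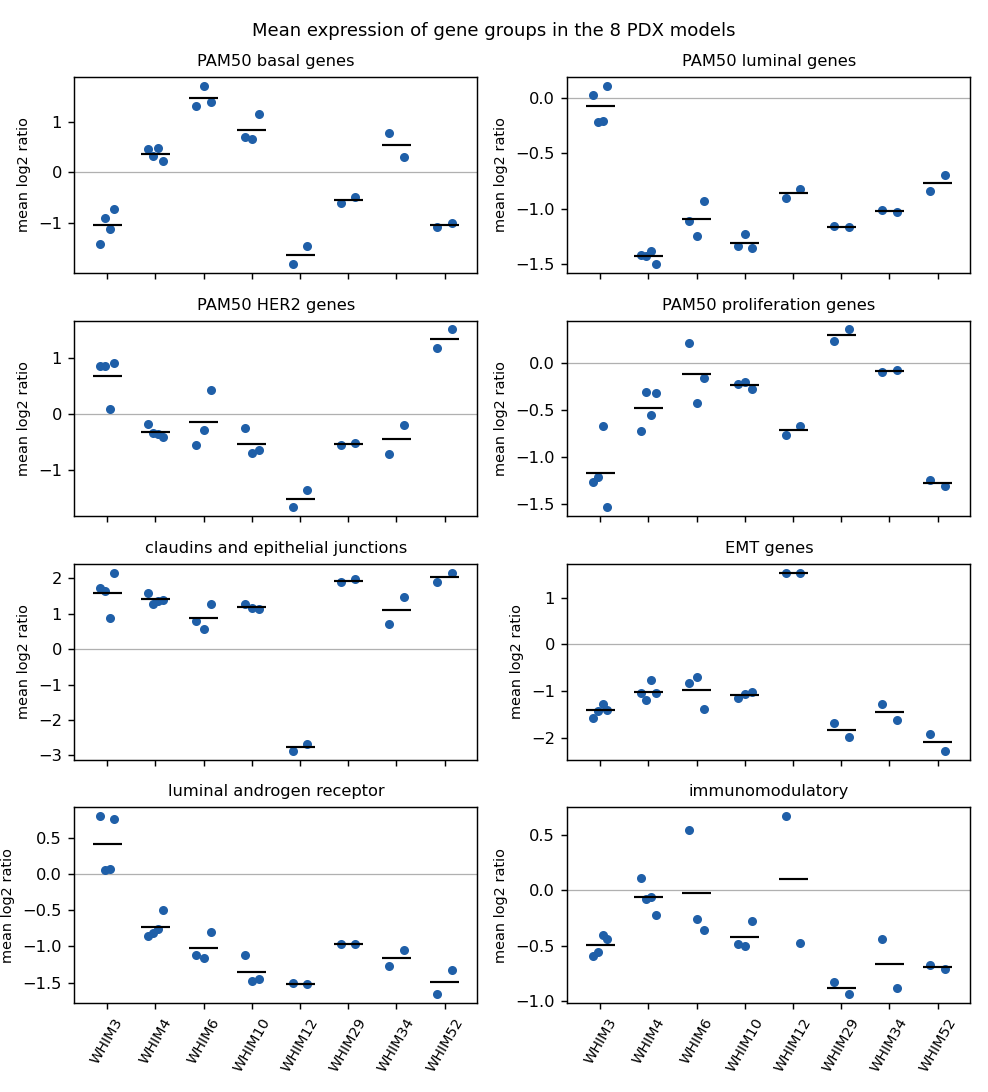
Mean log2 ratio of tumor over reference (vertical axes) of 8 gene groups in the 8 PDX models (horizontal axes). Each point is 1 xenograft array and each bar is the mean of a model. WHIM12 lies lowest for claudins and epithelial junctions (-2.78) and highest for EMT genes (1.52), and WHIM6 lies highest for PAM50 basal genes (1.47).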

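The 2 HER2-enriched models, WHIM3 and WHIM52, shared differences from the 5 basal models. In limma on the model means, 98 genes were higher and 36 were lower in the HER2-enriched models. INSL4, a gene of the insulin family that the placenta expresses, had a log2 fold change of 5.93 (standard error 0.17, adjusted p = 0.000118 in limma), but it was not well above background on any of the 14 arrays of basal models, so the size of this difference is not fixed (5.40 to 10 over its alternatives). S100P, a calcium-binding protein gene, had a log2 fold change of 7.10 (standard error 0.91, adjusted p = 0.0358 in limma), from -2.15 ± 1.19 (SD, n = 5 models) to 4.95 ± 1.50 (SD, n = 2 models). Other higher genes were ABCC3 (5.82), AMIGO2 (4.90), and the prostaglandin dehydrogenase gene HPGD (4.48, standard error 0.26, adjusted p = 0.00639 in limma). The muscle kinase gene SPEG (-5.90), the homeobox gene IRX5 (-4.90), EFS (-3.90), GLIPR2 (-3.76), and the stress response gene NUPR1 (-3.75, standard error 0.23, adjusted p = 0.00639 in limma) were lower. Of 21 PAM50 proliferation genes, 1 was lower, KIF2C (-1.92), and 12 were when adjusted over the list alone (median -1.15). None of 14 genes of mitotic kinases and checkpoint passed over all genes, and 10 were lower when adjusted over the list alone (median -1.10). Of the 4 PAM50 HER2 genes, TMEM45B was higher (4.34), also when adjusted over the list alone. Of 14 luminal genes, CXXC5 (2.02) and MLPH (3.40) were higher, and 3 were when adjusted over the list alone. Camera called 4 lists higher and 6 lower, and none held with an estimated correlation (adjusted p = 0.165 for proliferation and for mitotic kinases and checkpoint). The paper derived the subtypes from gene expression profiling of the models, so the contrast is not taken as independent evidence of them. The count of 134 genes was 4 without WHIM10, 7 without WHIM29, 16 without WHIM4, 21 without WHIM6, 58 without WHIM34, 254 without WHIM52, and 292 without WHIM3, and it was 850 with all arrays and the model as a random block. HPGD and NUPR1 passed under 17 of 17 alternatives and INSL4 under 15 of 15, whereas EFS and KIF2C passed under 14 of 17, IRX5 under 12, S100P and GLIPR2 under 11, SPEG under 10, AMIGO2 and TMEM45B under 9, and ABCC3 under 5.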

Supplementary Table S2 lists selected potential actionable mutations and genomic alterations in the PI3K pathway genes. These PDX models were further characterized by RPPA analysis of 380 protein markers (Fig. 1A), and IHC for PTEN (Fig. 1B). Figure 1 illustrates select PI3K pathway genomic and protein-level alterations identified in the PDX models. PTEN loss by IHC correlated with low PTEN levels on RPPA, and was observed in four PDX models including WHIM29 (*PTEN* mutations) and WHIM34 (*PTEN* mutations), WHIM6 (*PTEN* WT), and WHIM12 (*PTEN* mutations; Fig. 1; Supplementary Table S2). PIK3CA amplification was found in WHIM4. WHIMs 3, 6, 10, and 52 harbored no notable mutations in *PI3K/AKT/PTEN* or *TP53* (Fig. 1; Supplementary Table S2).

### Assessing Sensitivity to Eribulin in TNBC PDX Models

To screen the eight PDX models for eribulin sensitivity, tumor-bearing mice for each PDX model were randomized to receive either vehicle or eribulin. *N* = 2 per treatment group was justified on the basis of the feasibility and reproducibility of using 1 × 1 × 1 (1 animal per model per treatment) design for PDX oncology drug screening reported by Gao and colleagues (33). We anticipate an increase in precision by including 2 mice per treatment group and the inclusion of a vehicle treatment group.

A maximum of 1 mg/kg i.p. weekly dose of eribulin was tested in the PDX models. This is based on previous studies that the maximum tolerated dose (MTD) of eribulin is 1.5 mg/kg weekly in nu/nu mice (34), and the dose range of eribulin 0.05–1 mg/kg, which is below the MTD, intravenously or intraperitoneally induce tumor shrinkage in mouse xenograft models of different tumor types (35). In addition, pharmacokinetic studies of eribulin in mice (36) and in human phase I trials (37) suggest that eribulin 1 mg/kg in mice achieves area pharmacokinetic parameters that is within that of 1.4 mg/m^2^ in human (36, 37). As shown in Supplementary Fig. S1, when receiving eribulin at 1 mg/kg weekly x 3, tumor shrinkage was observed for WHIM29, WHIM10, and WHIM34, which were categorized as sensitive to eribulin. WHIM6, WHIM3, and WHIM4 had continued tumor growth, therefore considered relatively resistant to eribulin. WHIM52 and WHIM12 were classified as having stable disease because we did not observe any tumor shrinkage or growth.

### Improved Antitumor Effect with the Addition of Copanlisib to Eribulin

We first tested the two PDX models (WHIM29 and WHIM34) that carry *PTEN* mutations for their tumor growth response to copanlisib and eribulin, either alone or in combination. Tumor-bearing mice for each PDX model were randomly assigned to receive either vehicle, copanlisib, eribulin, or copanlisib plus eribulin for 4 weeks (*n* = 5 mice each treatment group, with two tumors per mouse). The combination therapy was most effective in reducing tumor growth (Fig. 2A) and prolonged survival (Fig. 2B) when compared with each single agent in both PDX models. The treatments were well tolerated. Body weights of mice treated with the combination therapy did not differ from those that received single agents (Supplementary Fig. S2).

**FIGURE 2:**
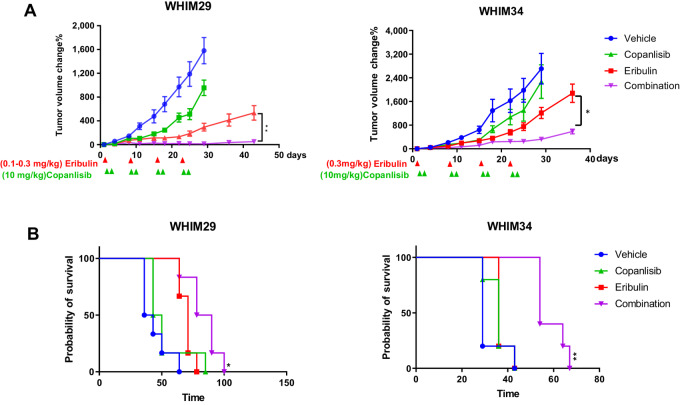
Tumor growth response to eribulin and copanlisib, either alone or in combination in WHIM29 and WHIM34. **A,** Tumor volume changes over time compared with that of day 1 after receiving either vehicle, eribulin (0.3 mg/kg i.p. on day 1 of each week × 4, except that 0.1 mg/kg eribulin was administered for the first two doses in WHIM29), copanlisib (10 mg/kg i.v. on days 2 and 3 each week × 4), or the combination of copanlisib and eribulin at the same dosing (*n* = 5 per group). **B,** Kaplan–Meier survival duration (days) of tumor-bearing mice after receiving treatments indicated in A. *, *P* < 0.05; **, *P* < 0.01, comparing between groups received eribulin or the combination of eribulin and copanlisib.

We then screened the additional six PDX models for their response to the combination of eribulin and copanlisib. Tumor-bearing mice were treated with either vehicle, eribulin, copanlisib, or the combination of eribulin and copanlisib (*n* = 2 mice in each treatment group, with two tumors per mouse). The combination of eribulin and copanlisib was consistently effective in controlling tumor growth across the PDX models (Supplementary Fig. S3).

### Treatment-induced Proteomic Changes Indicate Target Inhibition by Copanlisib and Eribulin

To assess target inhibition, mice were sacrificed with tumors harvested at the completion of 3–4 weeks therapy, 2 hours after the last treatment, followed by RPPA analysis of a 380-antibody panel at the MD Anderson RPPA core. Administration of copanlisib was associated with a significant reduction in PI3K pathway activity, demonstrated by significantly decreased levels of phosphorylated AKTs (Supplementary Table S3) while administration of eribulin was associated with increased mitotic markers such as phosphorylated histone H3 and Aurora kinases (Supplementary Table S4). Compared with vehicle, the combination of eribulin and copanlisib induced significant changes (FDR corrected *t* test *P* value <0.1) in the levels of 17 proteins (Supplementary Tables S5 and S6). Figure 3 shows the Box plots (Fig. 3A) and the Heatmap (Fig. 3B) of protein expression levels by treatment arm, of the 17 significant protein markers. The combination therapy significantly reduced AKT phosphorylation and upregulated mitotic markers as expected (Fig. 4; Supplementary Tables S5 and S6). In addition, the combination therapy significantly upregulated markers of apoptosis (cleaved caspase 7) and stress signaling p38 MAPK, as well as potential modulators of immune response (IRF-1, XBP-1, Lck, ZAP-70; Supplementary Tables S5 and S6). Significantly increased apoptotic induction following the combination of eribulin and copanlisib compared with that of each agent alone was confirmed by IHC of cleaved PARP on PDX tumors collected 48 hours after drug therapy in WHIM29 and WHIM34 (Fig. 4A and B).

**FIGURE 3:**
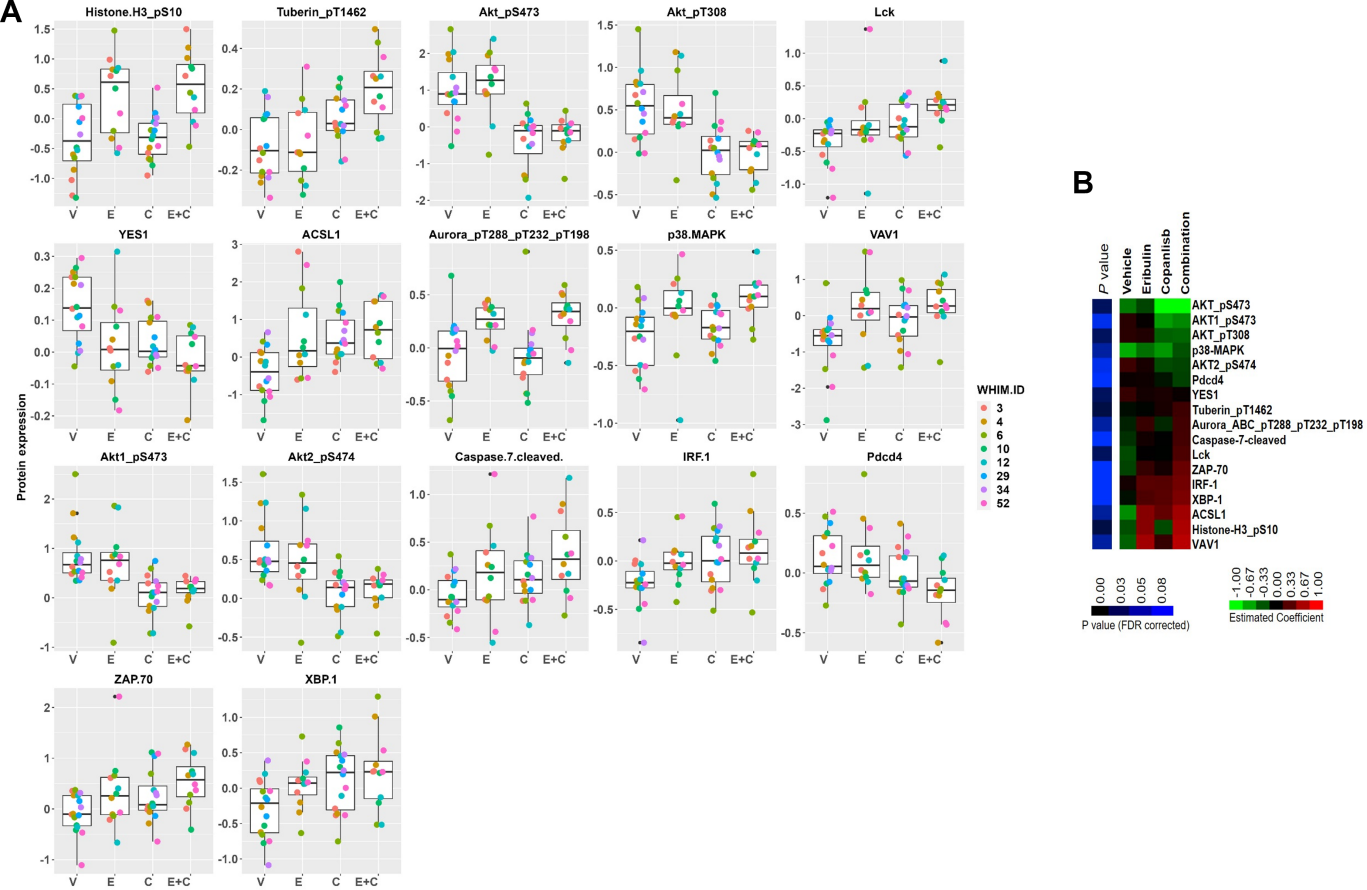
Expression of protein markers significantly altered by treatment with eribulin in combination with copanlisib in all PDX models. **A,** Expression of RPPA protein markers significantly altered, with FDR-adjusted *P* value <0.1, comparing treatment with the combination of eribulin and copanlisib versus vehicle are shown for individual tumors from each PDX model at the completion of 3–4 weeks of treatment with either vehicle, eribulin, copanlisib, or eribulin plus copanlisib. Note that WHIM34 and WHIM29 tumors treated with eribulin or eribulin in combination with copanlisib were missing in the analysis due to insufficient quantity of tumors at the completion of treatment. **B,** Heat map of estimated coefficient for FDR significantly altered markers (*P* < 0.1) comparing copanlisib plus eribulin versus vehicle.

**FIGURE 4:**
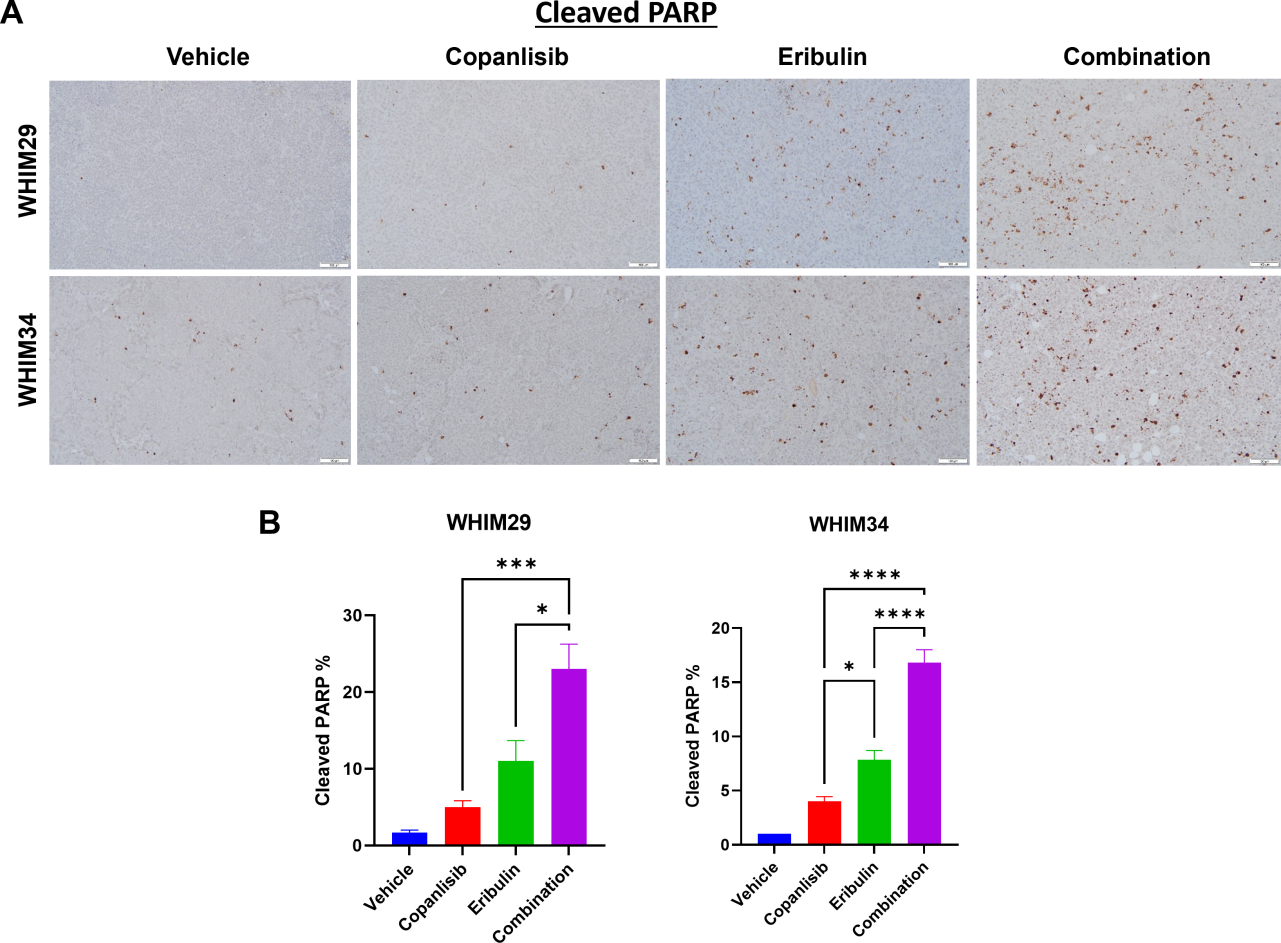
Apoptotic induction following treatment with eribulin and copanlisib, either alone or in combination by IHC. Representative IHC pictures (**A**) and quantifications of IHC scores (**B**) of cleaved PARP on WHIM29 and WHIM34 PDX tumors harvested on day 3 following treatment with either vehicle (day 1), eribulin (day 1), copanlisib (days 1 and 2), or the combination, and FDG PET 4 hours after treatment on day 2.

To examine the underlying molecular effect induced by the addition of copanlisib to eribulin in eribulin-resistant PDX models (WHIM3, WHIM4, and WHIM6), we analyzed the posttreatment RPPA data separately in this group and performed LIMMA differential analysis across treatments. We observed that Aurora_pT288_pT232_T198 and Histone H3_pS10, which reflect mitotic inhibition, were significantly increased following combination therapy compared with vehicle (FDR-adjusted F test *P* < 0.1; Fig. 5; Supplementary Table S7). These markers did not change significantly following eribulin monotherapy (Supplementary Table S7). The enhanced mitotic inhibition with the combination therapy was confirmed by IHC of pHistone H3 (Supplementary Fig. S4). Caspase 7_cleaved was increased following combination therapy, although this did not reach the defined statistical significance (Fig. 5; Supplementary Table S7). These data suggest that the addition of PI3K inhibitor enhanced the antimitotic effect of eribulin, leading apoptotic induction.

**FIGURE 5:**
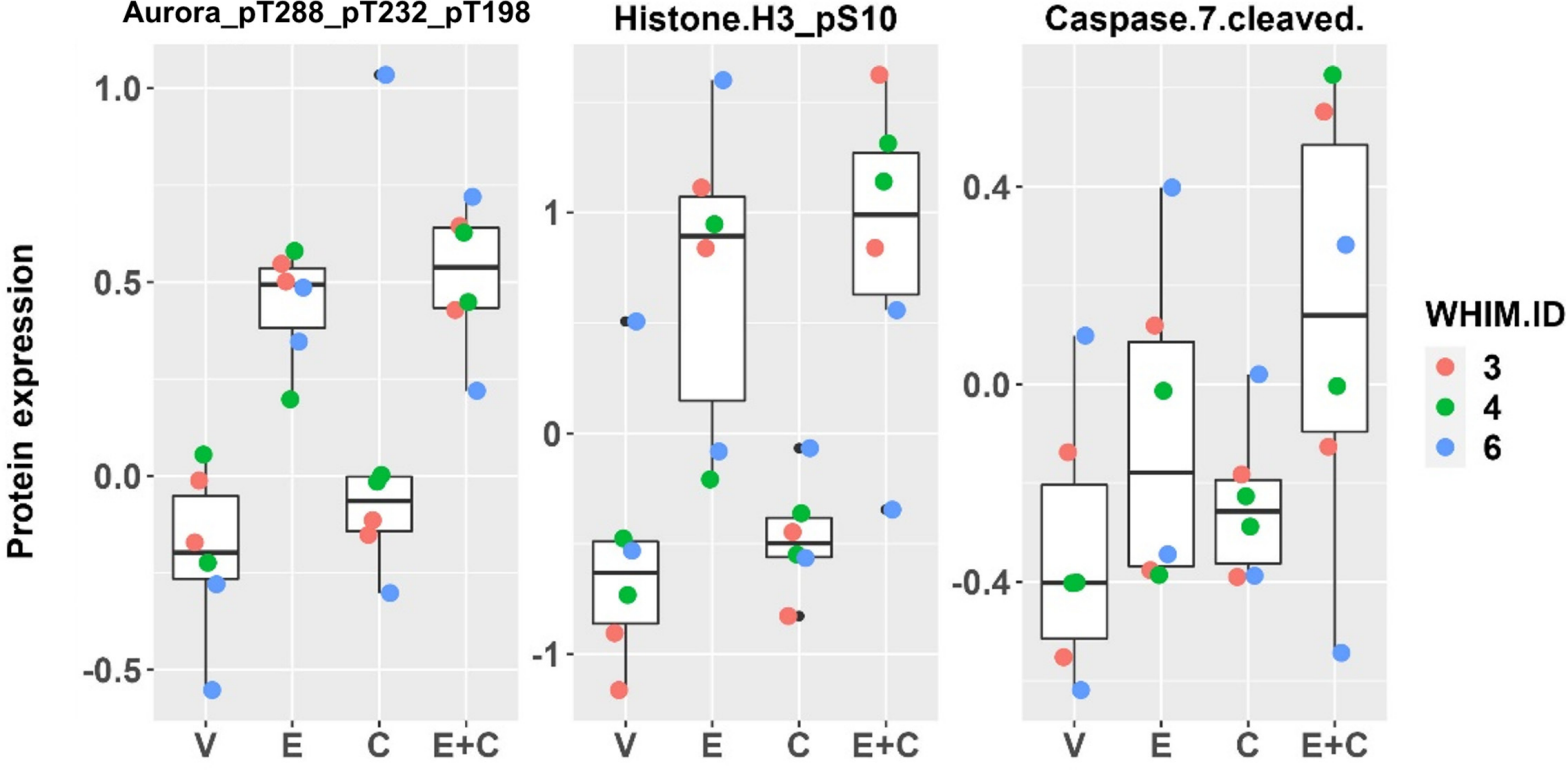
Expression of protein markers significantly altered by treatment with eribulin in combination with copanlisib in three eribulin-resistant models (WHIM3, WHIM4, and WHIM6). Expression of indicated RPPA protein markers are shown. Aurora_pT288_pT232_pT198, and Histone H3_pS10, were significantly upregulated, with FDR-adjusted *P* value <0.1, at the completion of 3–4 weeks of treatment with the combination of eribulin and copanlisib versus vehicle. Caspase 7 cleaved was upregulated following combination therapy, although did not reach statistical significance.

### Copanlisib Inhibited Eribulin-induced PI3K Pathway Signaling Activation

FDG-PET is a clinically available noninvasive functional imaging approach to assess tumor glucose metabolism; therefore, an attractive biomarker in assessing the pharmacodynamic effect of PI3K inhibitor therapy. We performed FDG-PET scans for WHIM29 and WHIM34 tumor-bearing mice before and after 2 days of treatment with copanlisib and eribulin, alone or in combination. As shown in Fig. 6, copanlisib significantly reduced FDG SUV in both PDX tumors as expected (Fig. 6A–D). Interestingly, eribulin increased FDG uptake, which was reserved by the addition of copanlisib in WHIM29 (Fig. 6A and C). The FDG uptake changes corresponded to the changes in pAKT by IHC (Fig. 6E and F). Incidentally, we observed that copanlisib reduced FDG uptake in the brain (Fig. 6A and B), suggesting central nervous system availability of the drug in these mice.

**FIGURE 6:**
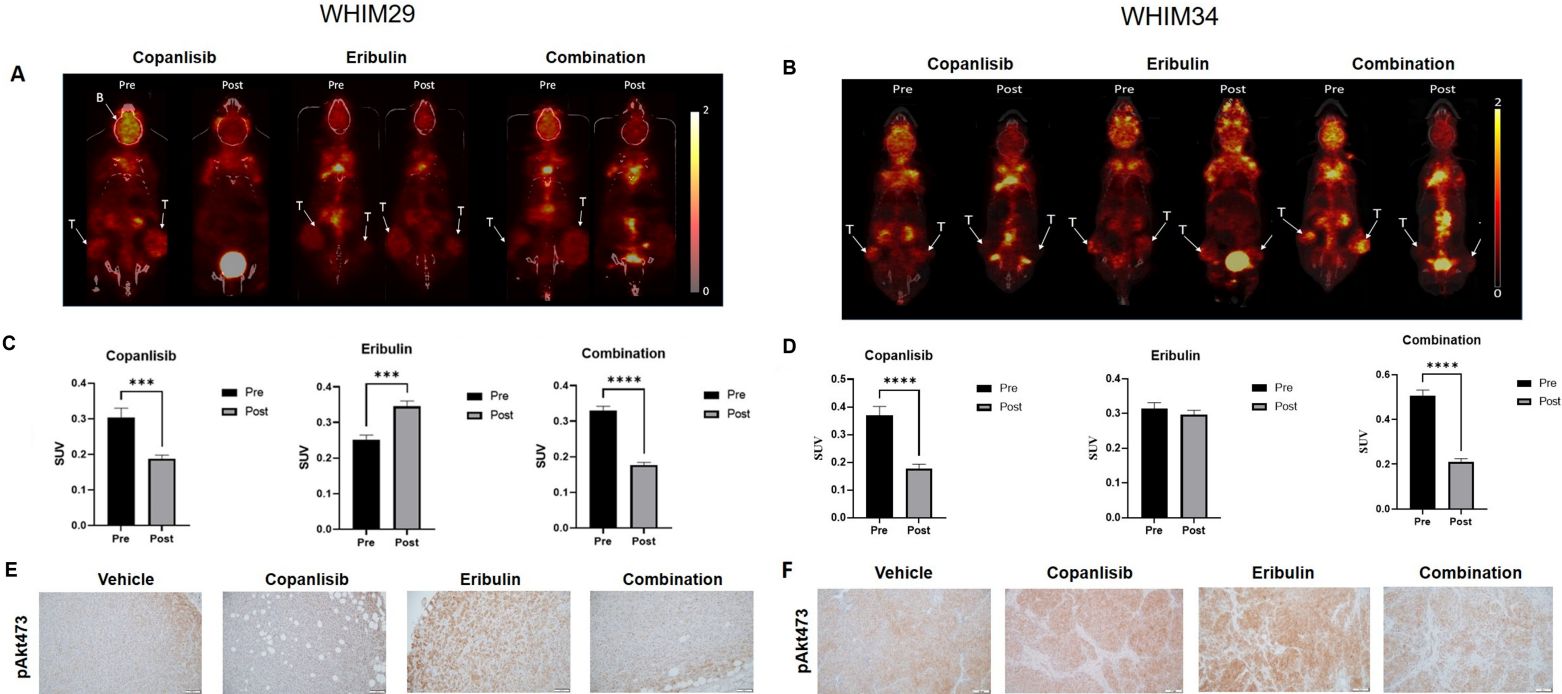
Treatment induced changes in FDG uptake by PET imaging and in the levels of pAKT by IHC in WHIM29 and WHIM34. Representative images of FDG PET scan of tumor-bearing mice performed pretreatment and posttreatment (on day 2, 4 hours following drug dosing) with either vehicle, copanlisib (10 mg/kg i.v., on day 1, and on day 2), eribulin (0.2 or 0.3 mg/kg i.p., on day 1), or the combination of eribulin and copanlisib for WHIM29 (**A**) and WHIM34 (**B**). Quantification of average SUV by FDG PET scan of tumor-bearing mice performed pretreatment and posttreatment with either copanlisib, eribulin, or the combination of copanlisib and eribulin in WHIM29 (*n* = 5; **C**) and WHIM34 (*n* = 5; **D**). ***, *P* < 0.001; ****, *P* < 0.0001. Representative IHC images for pAKT473 and cleaved PARP on tumor tissue sections harvested on day 3, following treatment with either vehicle, copanlisib (10 mg/kg i.v., on day 1, and on day 2), eribulin (0.2 or 0.3 mg/kg i.p., on day 1), or the combination of eribulin and copanlisib for WHIM29 (**E**) and WHIM34 (**F**).

## Discussion

There is a significant unmet clinical need for novel therapeutic approaches for TNBC. As chemotherapy is the mainstay of systemic therapy for TNBC, strategies that improve chemotherapy efficacy have the potential to improve patient outcomes. Eribulin is a common chemotherapy agent administered in the setting of progression on prior anthracycline- and taxane-based regimens. On the basis of studies from our lab and others demonstrating that PI3K inhibition enhances eribulin efficacy in TNBC (18, 38), we tested whether the pan-PI3K inhibitor copanlisib could improve tumor response to eribulin in a panel of TNBC PDX models. We demonstrated that copanlisib treatment significantly reduced PI3K/AKT/mTOR signaling and the combination of eribulin and copanlisib was broadly active against TNBC PDX models, regardless of PI3K pathway alterations, PTEN status, or sensitivity to eribulin monotherapy.

PI3K pathway inhibitors are attractive approaches to enhance chemotherapy efficacy in TNBC due to the high frequency of aberrant activation (2, 3). Previous studies have explored PI3K pathway inhibitors in combination with taxane regimens, however with mixed results (39, 40). Two randomized phase II trials have reported promising progression-free survival (PFS) advantages by adding AKT inhibitors to paclitaxel as first-line therapy for metastatic TNBC (39–41). In the LOTUS trial, the addition of the AKT inhibitor ipatasertib versus placebo, to paclitaxel significantly improved median PFS from 4.9 to 6.2 months [HR, 0.6; 95% confidence interval (CI), 0.37–0.98; *P* = 0.037; ref. 39]. The benefit of ipatasertib appeared to be more pronounced in patients with PI3K pathway alterations. Similarly, in the phase II PAKT trial, the addition of the AKT inhibitor capivasertib versus placebo resulted in a robust improvement in PFS in the *PIK3CA/AKT1/PTEN* altered group (capivasertib vs. placebo: 9.3 vs. 3.8 months, two-sided *P* = 0.01), as compared with the intention-to-treat cohort (capivasertib vs. placebo: 5.9 vs. 4.2 months) and *PIK3CA/AKT1/PTEN* unaltered tumors (capivasertib vs. placebo: 5.3 vs. 4.4 months, two-sided *P* = 0.61; ref. 40). However, the phase III IPATunity130 trial that enrolled 255 patients with locally advanced unresectable or metastatic TNBC harboring at least one alteration in *PIK3CA/AKT1* or *PTEN*, reported no significant difference in PFS between the ipatasertib arm and the placebo arm (7.4 vs. 6.1 months, HR, 1.02; 95% CI, 0.71–1.45; *P* = 0.9237; ref. 41).

PI3K inhibitors in combination with taxanes have also been explored in HER2-negative advanced/metastatic breast cancer. In the single-arm phase I/II trial of alpelisib plus nab-paclitaxel, 43 patients were enrolled (phase I, *n* = 13 and phase II, *n* = 30; ref. 42). More than two-thirds of the patients had received prior chemotherapy for metastatic disease, and one-third had received more than two lines of chemotherapy. The combination was found to be well tolerated and showed encouraging efficacy with an objective response rate of 59% including complete response in 7% of patients, and the median PFS was 8.7 months. Patients with tumor/circulating tumor DNA mutation demonstrated better PFS compared with those without mutation (11.9 vs. 7.5 months; HR, 0.44; *P* = 0.027). Compared with prediabetic/diabetic patients, those with normal metabolic status had longer PFS (12 vs. 7.5 months; *P* = 0.014). A phase III clinical trial (EPIK-B3, NCT04251533) is ongoing to assess alpelisib plus nab-paclitaxel as first- or second-line treatment for patients with advanced TNBC with *PIK3CA* mutation or PTEN loss.

We chose to study the PI3K inhibitor copanlisib in combination with eribulin because of their unique mechanisms of action. Eribulin is a non-taxane, synthetic macrocyclic ketone analog of halichondrin B which inhibits microtubule dynamics via suppression of microtubule polymerization and sequestration of tubulin into nonfunctional aggregates (13). Eribulin has been shown to inhibit EMT in preclinical models and in patients with breast cancer which was not observed with paclitaxel (17, 43, 44). As EMT may contribute to PI3K inhibitor resistance (45), eribulin could be a better chemotherapy partner than taxanes. Copanlisib is a potent pan-PI3K inhibitor that is administered intravenously, which may be advantageous compared with chronic daily dosing of orally administered PI3K inhibitors, as evidence is accumulating that complete target inhibition with intermittent dosing of PI3K inhibitors may be more effective and less toxic than continuous dosing regimens (19, 46, 47).

Similar to other PI3K inhibitors, single agent copanlisib was only partially effective in suppressing tumor growth (Fig. 2; Supplementary Fig. S3; refs. 18, 23). Interestingly, the added benefit of copanlisib to eribulin was independent of baseline PI3K pathway activity or genomic alterations. Although we cannot draw definitive conclusions based on the study of eight PDX models, the observation is consistent with the responses observed regardless of *PIK3CA* and PTEN status in the phase I trial of copanlisib monotherapy (20). A possible explanation is the activation of PI3K pathway signaling following treatment with eribulin, as demonstrated by increased FDG uptake on PET scan and AKT phosphorylation by IHC (Fig. 6). Our study is also consistent with previous reports that eribulin induced AKT phosphorylation in both preclinical models and in patients’ tumors and that the combination of eribulin and PI3K inhibitors were broadly effective in HER2-negative breast cancer preclinical models regardless of PI3K pathway alterations (48).

We observed that PI3K pathway activation, as measured by levels of pAKT by RPPA, was significantly correlated with mutations in *PIK3CA/PTEN* in the eight TNBC PDX models, except WHIM4 which has elevated pAKT level without mutations in the PI3K/PTEN pathway (Fig. 1). This is consistent with findings reported by Shi and colleagues in the analysis of baseline tumor biopsies obtained from patients with TNBC enrolled in the FAIRLANE trial of neoadjuvant Ipatasertib plus paclitaxel (49). The study demonstrated higher levels of AKT phosphorylation in tumors with genomic/protein alterations in PIK3CA/AKT1/PTEN and a subset of tumors without mutations in the pathway, likely due to alterations in upstream signaling pathways (49). The study also showed that Ipatasertib treatment led to a more pronounced downregulation of AKT/mTORC1 signaling in tumors with *PIK3CA/AKT1/PTEN* alterations. Further studies are needed to investigate whether this applies to PI3K inhibitors in clinical trials.

In eribulin-resistant PDX models, we observed significantly enhanced mitotic inhibition following combination therapy versus eribulin when compared with vehicle therapy, accompanied by an increased level of apoptosis (Fig. 5). This is consistent with our previous observation when combinating another PI3K inhibitor BKM120 with eribulin (18). However, unlike the previous report, we did not observe the effect on EMT marker N-cadherin following the combination of eribulin and copanlisib (Supplementary Table S6). The discrepancy may reflect the potential differences among PI3K inhibitors and/or biological heterogeneities among the TNBC PDX models.

FDG-PET is a clinically available noninvasive imaging modality that assesses glucose uptake in cancer cells. Changes in FDG uptake as early as 2 days after starting therapy has been shown to predict subsequent tumor volume responses to a PI3K inhibitor in HER2-positive breast cancer xenograft models (50). In addition, promising results demonstrating decreased FDG uptake on PET scan performed 2 weeks on alpelisib, a PI3K inhibitor, in correlation to PFS has been observed in early phase clinical trials for ER-positive breast cancers (51). Our data demonstrating reduced FDG uptake by PET performed 2 days after initiation of copanlisib or copalisib in combination with eribulin is in line with these results. These results highlight the potential translational utility of FDG-PET in monitoring response in patients with TNBC receiving this combination regimen, and importantly the pharmacodynamic effects of drugs in off-target organs. Additional studies evaluating the utility of FDG-PET as an early predictive biomarker in patients are needed.

Our preclinical PDX experiments demonstrated that the combination of copanlisib and eribulin is broadly effective for TNBC. These results provide the preclinical rationale for the clinical development of this combination in TNBC. This data led to a phase I/II trial of eribulin and copanlisib in patients with metastatic TNBC (clinicaltrials.gov #: NCT04345913). Unfortunately this trial was closed to enrollment early due to the strategic plan from Bayer to stop the clinical development of copanlisib due to the negative results from CHRONOS-4 trial in patients with relapsed follicular lymphoma. In CHRONOS-4, the addition of copanlisib to standard immunotherapy did not meet the primary endpoint of PFS https://www.bayer.com/en/us/news-stories/update-on-aliqopar. While we may not be able to validate the observed preclinical findings in clinical trials, our study provides important insights for future studies of other PI3K inhibitor or AKT inhibitors in combination with eribulin in TNBC.

## Supplementary Material

Supplementary Figure S1 Tumor growth response of TNBC PDX models to eribulin monotherapy

Supplementary Figure S2 Tolerability for the Combination of Eribulin and Copanlisib

Supplementary Figure S3 Tumor growth response to eribulin and copanlisib, either alone or in combination, in additional TNBC PDX models

Supplementary Figure S4 Mitotic inhibition following treatment with eribulin and copanlisib by IHC in 3 eribulin-resistant PDX models

Supplementary Table S1 Clinical Characteristics of Patient Derived Xenografts

Supplementary Table S2 Potential Actionable Mutations and Genomic Alterations in PI3K Pathway

Supplementary Table S3 Significantly Altered Levels of Proteins Following Treatment with Copanlisib

Supplementary Table S4 Significantly Altered Levels of Proteins Following Treatment with Eribulin

Supplementary Table S5 Significantly Altered Proteins Following Treatment with the Combination of Eribulin and Copanlisib including All 8 PDX Models

Supplementary Table S6 Statistical Analysis Comparing Changes in the Levels of Proteins by RPPA Among Different Treatment Groups for 8 PDX Models

Supplementary Table S7 Significantly Altered Levels of Proteins Following Treatment with the Combination of eribulin and copanlisib in Eribulin-resistant PDX Models (WHIMs 3, 4, and 6)

# Supplementary material for: Evaluation of Copanlisib in Combination with Eribulin in Triple-negative Breast Cancer Patient-derived Xenograft Models
**Source:** Cancer Res Commun. 2024 Jun 5;4(6):1430–40. doi: 10.1158/2767-9764.CRC-24-0047
**Supplement:** Supplementary Figure S1 — Tumor growth response of TNBC PDX models to eribulin monotherapy

**
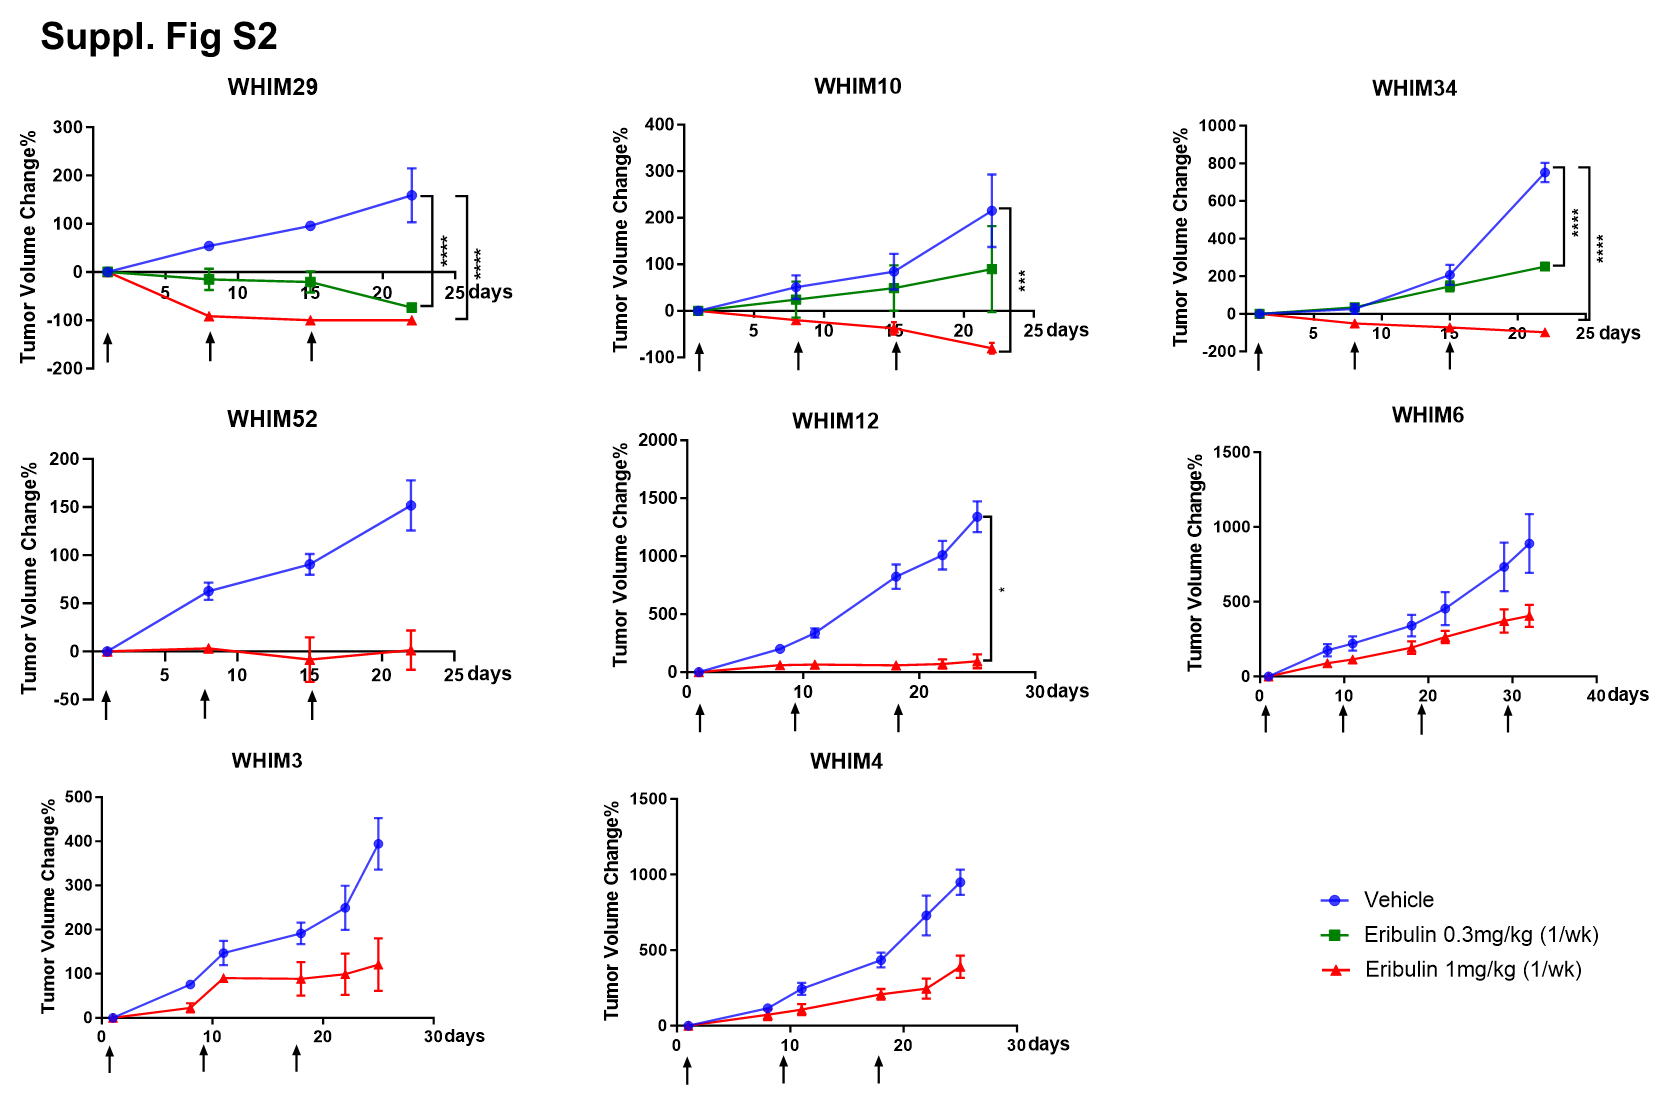
**

**Suppl. Fig S1. Tumor growth response of TNBC PDX models to eribulin monotherapy**

Tumor bearing mice for each PDX model were randomized to receive vehicle or eribulin (0.3 mg/kg and/or 1 mg/kg, IP on day 1 of each week) x 3 weeks when tumor volume reached 200 mm^3^. Percentage of tumor volume changes over time compared to that of day 1 were graphed for each PDX model.

# Supplementary material for: Evaluation of Copanlisib in Combination with Eribulin in Triple-negative Breast Cancer Patient-derived Xenograft Models
**Source:** Cancer Res Commun. 2024 Jun 5;4(6):1430–40. doi: 10.1158/2767-9764.CRC-24-0047
**Supplement:** Supplementary Figure S2 — Tolerability for the Combination of Eribulin and Copanlisib

**
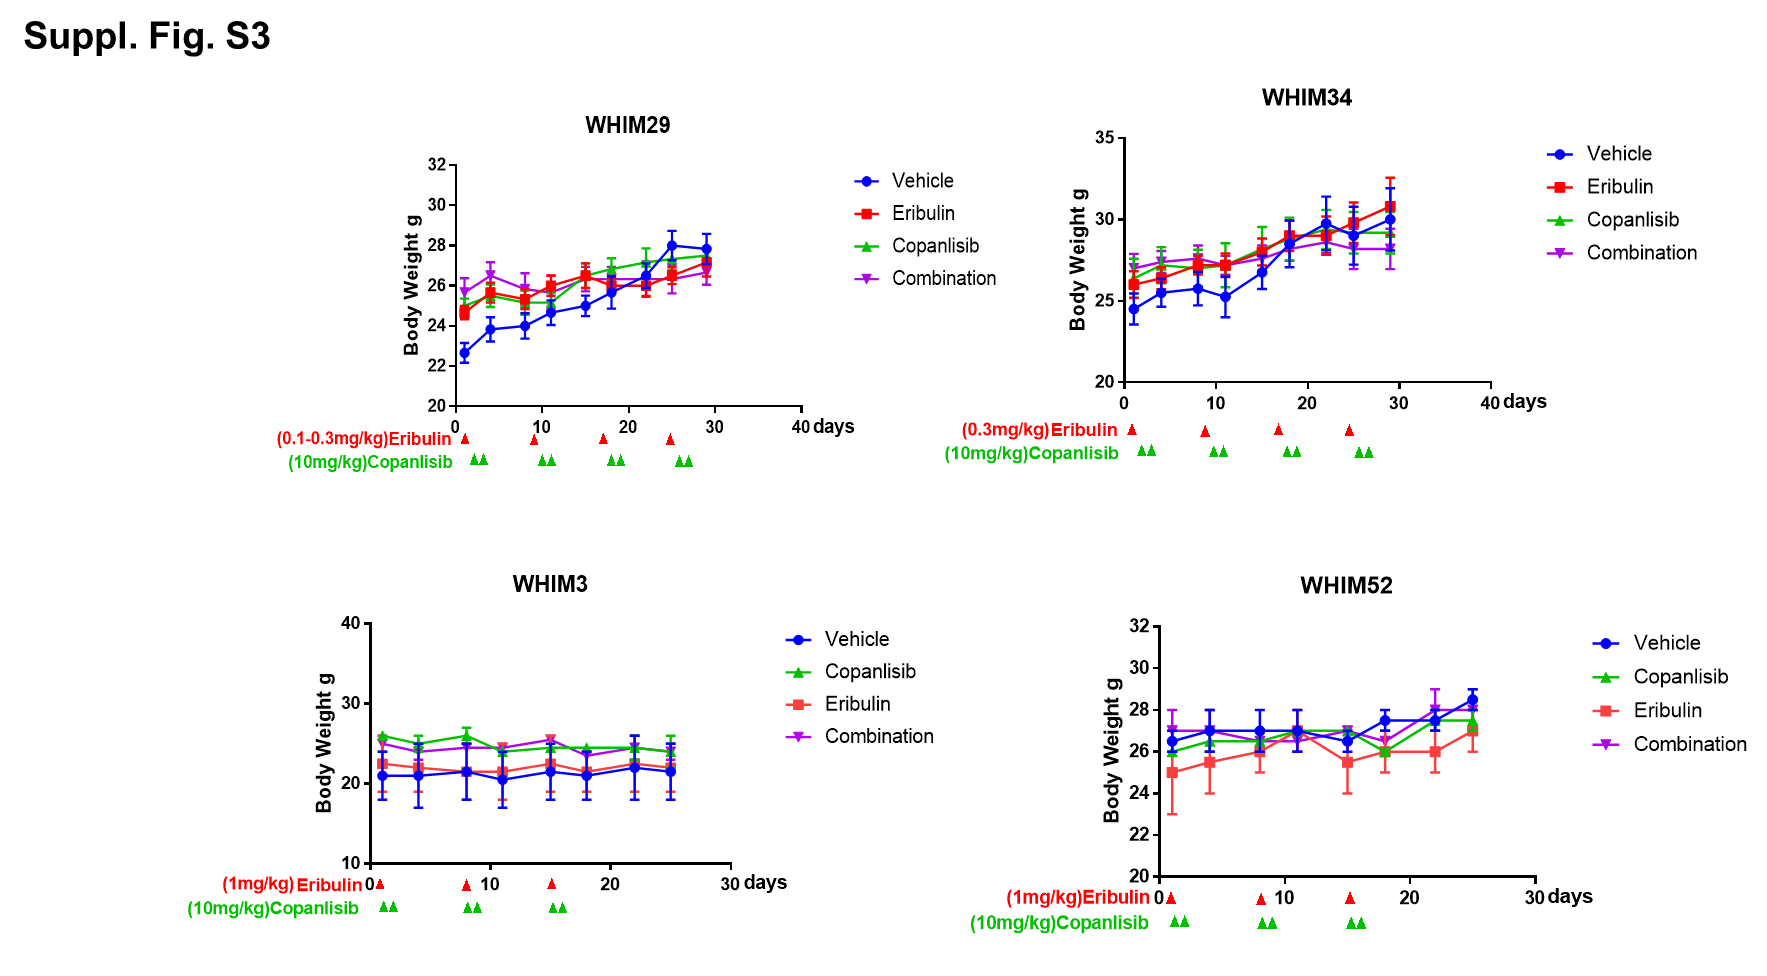
**

**Suppl. Fig S2. Tolerability for the Combination of Eribulin and Copanlisib**

Body weight was measured twice a week in tumor bearing mice treated as indicated. No weight loss was observed with either single agent or combination therapy with copanlisib and eribulin.

# Supplementary material for: Evaluation of Copanlisib in Combination with Eribulin in Triple-negative Breast Cancer Patient-derived Xenograft Models
**Source:** Cancer Res Commun. 2024 Jun 5;4(6):1430–40. doi: 10.1158/2767-9764.CRC-24-0047
**Supplement:** Supplementary Figure S3 — Tumor growth response to eribulin and copanlisib, either alone or in combination, in additional TNBC PDX models

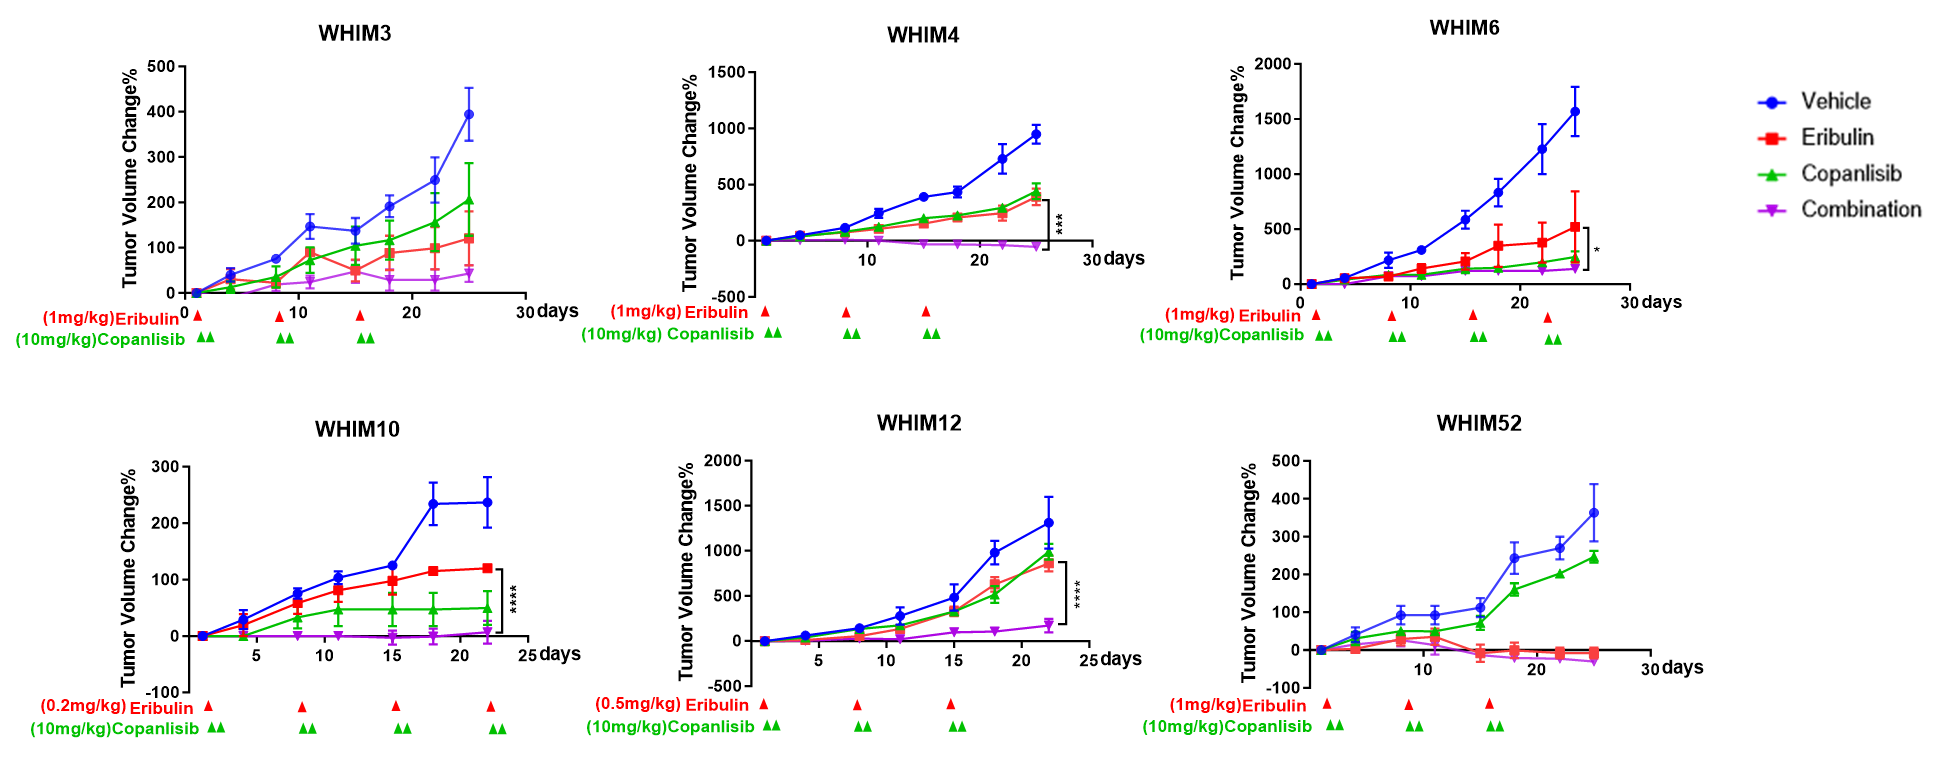

**Suppl. Fig S3. Tumor growth response to eribulin and copanlisib, either alone or in combination, in additional TNBC PDX models**

Tumor volume changes over time were graphed for indicated PDX model receiving treatment with either vehicle, eribulin, copanlisib, or the combination of copanlisib and eribulin (n=2 mice per group). *p<0.05, ***p<0.001, ****p<0.0001, comparing between groups received eribulin or the combination of eribulin and copanlisib.

# Supplementary material for: Evaluation of Copanlisib in Combination with Eribulin in Triple-negative Breast Cancer Patient-derived Xenograft Models
**Source:** Cancer Res Commun. 2024 Jun 5;4(6):1430–40. doi: 10.1158/2767-9764.CRC-24-0047
**Supplement:** Supplementary Figure S4 — Mitotic inhibition following treatment with eribulin and copanlisib by IHC in 3 eribulin-resistant PDX models

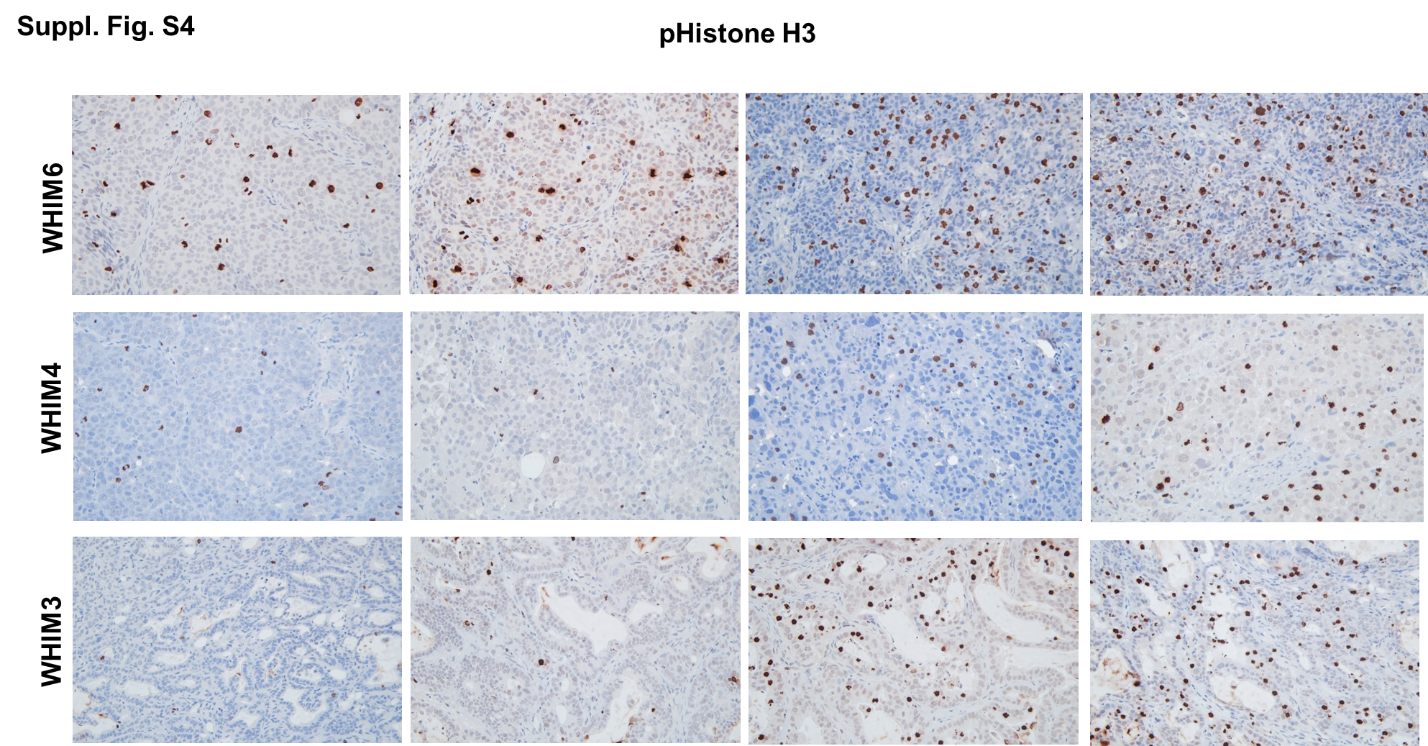

**Suppl. Fig S4. Mitotic inhibition following treatment with eribulin and copanlisib by IHC in 3 eribulin-resistant PDX models**

Representative IHC pictures of cleaved pHistone H3 on post-treatment PDX tumors harvested following 3-4 weeks of treatment with either vehicle, eribulin, copanlisib, or the combination, are shown.

How the deposited data were processed for this re-analysis (not part of the article)

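Gene expression was measured in 22 xenograft tumors of 8 PDX models and 5 biopsies on 27 two-color human oligo microarrays, with tumor RNA in Cy5 and a common reference RNA in Cy3. The intensity values, as deposited, are mean spot brightness and median local background per channel, written by Feature Extraction 9.5.3.1 on 26 arrays and 12.0.0.7 on 1, with no background subtraction and no normalization. The log10 ratios in the same deposited files are tumor over reference after background subtraction and dye normalization by the scanner software, per the file headers. The log2 values in the authors' value table are tumor over reference, with each array at a median of 0 and each probe centered over arrays. The paper names limma and ComBat for the processing of its array data, and which arrays that centering used is not stated. Each of the 28478 probes of the table was matched to the arrays. After centering of each probe over arrays, the table and the log2 of the scanner ratio correlated at 0.947 to 0.996 per array.

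Signals were processed in R 4.3.3 with limma 3.58.1. Background was corrected with normexp and an offset of 50, arrays were normalized within by loess with control spots given no weight, outlier spots were set to missing, and both channels were quantile normalized between arrays. Each array holds 45015 spots. Of the 41000 probes, 23958 were named by accession, 2755 by symbol, 1032 by an older symbol, and 2062 by the name in the file, and 11193 were left out because no gene symbol could be given. A probe was kept when the tumor channel was well above background on at least 2 of the 27 arrays. The median over a gene's probes was taken, and genes with a value on at least 20 arrays were kept. This left 18926 genes, of which 109 lacked a value on some array. Names of 73 genes, whose level can reflect a donor's sex or an inherited variant, were never printed, and 1 gene family with copies on the sex chromosomes was added to them after the values were seen.

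The 22 xenografts entered 1 limma fit with the model as the factor (14 residual degrees of freedom), from which the F test over the 8 models and the contrast of each model with the mean of the other 7 were taken. Biopsies were compared with the mean of their own model's xenografts as 5 paired differences, and later passages with passage A as 8 paired differences. PTEN loss by immunohistochemistry, the response to eribulin, and the PAM50 subtype were compared on the 8 model means. Where a model had 2 arrays and 1 was left out, the lone array was assumed to vary like the arrays of the other models. Adjusted p-values are Benjamini-Hochberg over all genes of a contrast. Genes in 36 lists were counted over all genes and over the list alone, and the lists were tested with camera (preset correlation 0.01, and an estimated correlation), adjusted over the 36 lists. Results of fry are not given, because its default standardization made them depend on the order in which the groups were coded. Correlations between arrays are Pearson correlations across genes, tested by 100000 permutations of model labels or an exact sign-flip test.

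The genes to be named were set by a rule before the data were examined. For biopsies and xenografts, the 10 largest changes in each direction that went the same way in all 5 pairs were named. For a model against the other 7, these were the 2 highest genes and the 1 lowest gene for which every array of the model lay beyond every array of the other models. Of the other contrasts the 5 largest in each direction were named, and of the lists 2 to 4 examples with the largest change past the threshold. The rule also covered genes that the paper names, but not all of these are reported. Arrays of the same passage letter in different models were not treated as pairs, because their deviations from the model means correlated little on average. The mean was 0.037 over 51 pairs, and 14 of them lay above 0.1, with the highest at 0.558. Pairs of different letters had a mean of -0.012 (158 pairs, 25 above 0.1). Deviations cancel out over the arrays of a model, so the means of both kinds of pair depend on each other.

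The 27 arrays lay on 18 slides, of which 6 held more than 1 of them, and were scanned on 17 days. On 4 slides a biopsy and a xenograft of its model lay together. The alternatives changed the background correction, the normalization, the filter on dim probes, the collapse of probes to genes, the source of the values, and the arrays or models used, and added slide, scan day, annotation release, or passage letter as a term. ComBat, written out by hand, was applied to the biopsy correlation alone. The tests were tried on simulated data with 50 changed genes of each size, all sizes at once. The shift was the same in every pair, or in every array or model of a group, and the noise was independent between genes. At 2 on the log2 scale, 100% of these were found in the contrast of WHIM3 with the other 7 models, 84% between biopsies and xenografts, 98% between passages, 56% for PTEN loss, 46% for the response to eribulin, and 52% for the PAM50 subtypes. Mutations, protein arrays, immunohistochemistry, and tumor growth have no values in the deposited files and were left out.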

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

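One alternative in this part, the comparison without the pair with the dimmest biopsy, was chosen after the data were examined. A value was taken up when it lay far from the others of its group by Dixon's criterion. This was so for 10 of 73 groups of values, and chance gives about 1 in 20.

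PIK3CA was far higher in WHIM4 than in any other model, with a mean log2 ratio of 2.61, and the nearest model lay at 1.33. The paper reports that this gene is amplified in WHIM4. CDH2, the gene of N-cadherin, had its highest mean in WHIM12 (-0.64), where the nearest model lay at -1.86. WHIM12 also lay far from the other 7 models in the means of 4 gene lists. These were claudins and epithelial junctions (-2.78, nearest 0.884), EMT genes (1.52, nearest -0.974), fibroblast and matrix genes (3.03, nearest -0.496), and genes of the mesenchymal subtype (1.09, nearest -0.396). WHIM3 lay far above the others in luminal androgen receptor genes (0.424, nearest -0.731) and drug efflux genes (0.76, nearest -0.509), and WHIM10 in FOXO target genes (1.08, nearest 0.482). Within WHIM3, the array of passage E had HENMT1 at -1.91, and the nearest of the other 3 arrays lay at -4.24. No explanation was tested for these values.

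The paper does not compare the biopsies with the xenografts, and 67 genes passed the threshold between them, 63 of them higher in the biopsies, among them markers of immune cells. All 42 measured genes of the myeloid, T and NK cell, and B and plasma cell lists were higher in the mean of the 5 pairs, with a median change of 1.65. A slide effect is argued against as the cause, since the median change in the 4 pairs on the same slide was 1.59, or 0.968 times that in all pairs. A weak tumor channel on the dimmest biopsy array is also argued against, since the median was 1.8 without that pair, or 1.09 times that in all pairs. Immune cells of the patient in the biopsies stay open as an explanation and were not tested apart from others. These genes were well above background on 90% of the biopsy arrays and 68.3% of the xenograft arrays, a difference of 21.7 percentage points, but this restates their higher signal, and any cause that raises it would give the same. AIF1 and CD163, both macrophage genes, reached mean log2 ratios of 1.22 and 5.48 in the biopsies. No sorting of the tissue is described, the xenograft arrays also gave signal for many of these genes, and a different share of tumor cells and the handling of the tissue were not tested.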

How the results depend on the processing

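The alternatives with scan day, with annotation release, without the pair with the dimmest biopsy, and without both arrays with a shared deviation, and the lists in same-slide pairs, were chosen after seeing the data. A main count or correlation was kept when it held its direction and side of the threshold, or stayed within 1.5 times the count. With 1 array, pair, or model left out in turn, 235 values were kept, 3 were larger, and 19 were smaller. Under the other alternatives, some of which also used fewer samples, 187 were kept, 9 were larger, and 11 were smaller. Counts of 0 that stayed at 0 are among the kept values. Of the list calls, made by camera with the preset correlation, 955 stayed and 115 were lost. The estimated correlation was not part of these alternatives. With it, no list was called between biopsies and xenografts, between passages, or between groups of models. Each of the 24 genes named for setting a model apart stayed past the threshold under every alternative run. The difference between correlations within and between models ranged from 0.403 to 0.854, and that of the biopsies from 0.235 to 0.618.

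The genes called between biopsies and xenografts numbered 67. They were 299 with plain background subtraction, 325 with the scanner's log ratio, 35 with quantile normalization of A values alone or with no normalization between arrays, which give the same ratios by construction, 157 with probes well above background on 14 arrays, and 361 with the authors' value table. They were 5 in same-slide pairs, 110 without the pair with the dimmest biopsy, and 1912 with all arrays and the model as a fixed factor, which counts passages as replicates. With no replicate block, which ignores the pairing, they were 40, and leaving out 1 pair gave 8 to 110. With all arrays and the model as a random block, PTEN loss had 5 calls, the response to eribulin 20, and HER2-enriched against basal models 850. Leaving out 1 model gave 4 to 292 calls for the last and 0 for the other 2.

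Quantile normalization of A values alone, or none between arrays, lowered the counts to 3399 in WHIM12, 2966 in WHIM34, and 3259 in WHIM52, and a term for annotation release lowered that of WHIM4 to 4922. Leaving out 1 array gave 3727 to 6747 in WHIM10, 3463 to 6348 in WHIM12, 1768 to 5637 in WHIM29, 2532 to 5245 in WHIM34, and 3064 to 6810 in WHIM52, which fewer arrays of the model explain at the low end. With passage letter as a replicate block, 14540 genes differed between models, beside 14421.

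Among single genes, ESR1 in WHIM52 turned to -0.0939 with no filter on dim probes. CASP7 in WHIM34 turned to 0.0611 with the authors' value table and ranged from -1.38 to 0.0512 with 1 array left out. In WHIM12, with 1 array left out, CD2 ranged from -0.31 to 4.14, CXCL9 from -0.23 to 2.72, and GZMA from -0.26 to 3.41. Beyond the causes given by construction, the cause was not tested. Signal over background limits the dim genes, since 67.7% to 86.6% of probes were well above background on xenograft arrays and 45.1% to 77.7% on biopsy arrays.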

Differences from the paper's values

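The paper states no number that was also computed here, so only directions and rankings can be compared. Fig. 1A gives each model a TNBC subtype, which the paper assigned with TNBCtype, whereas the values here are means of short gene lists written for each subtype before the data were examined. The subtype's own list had its highest mean in the model for mesenchymal stem-like WHIM12 (0.306) and for basal-like 2 WHIM6 (0.639), and not for the other 6 models. Basal-like 2 WHIM3 was behind WHIM6 and WHIM52 (0.39, beside 0.519 in WHIM52). The list was called higher in WHIM6 with plain background subtraction (adjusted p = 0.0389 in camera) and with the scanner's log ratio (0.0306), and in WHIM3 with the authors' value table (0.0164), beside 0.09 and 0.206 with the steps used here. In WHIM6 the authors' value table gave an adjusted p of 0.986 in camera.

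Fig. 1A shows WHIM29 as luminal androgen receptor. Here, the genes of that subtype had a mean of -0.963 in WHIM29 and were highest in WHIM3 (0.424), and AR, the androgen receptor gene, was higher in WHIM34 (log2 fold change 4.08, adjusted p = 3.97e-06 in limma) but not past the threshold in WHIM29 (0.64, adjusted p = 0.288). SPDEF, another gene of the list, was higher in WHIM29 (2.76). WHIM52 is shown as immunomodulatory, and those genes had a mean of -0.699 there, the second lowest of the 8 models. Their highest mean, in WHIM12 (0.1), rested on 1 array, passage A, since passage C lay at -0.474. IRF1, a member, was higher in WHIM52 (1.18). WHIM34 is shown as mesenchymal, and those genes had a mean of -0.886 there and were highest in WHIM12 (1.09), with 1 member higher and 6 lower in WHIM34. WHIM4 and WHIM10 are shown as basal-like 1, and those genes had means of -0.541 and -0.159 and were highest in WHIM29 (0.103). In WHIM10, 6 of 22 members were higher and 1 was lower, and in WHIM4, 3 were higher and 7 lower. Under the 8 processing alternatives, camera called none of these lists higher in the model of its subtype, with adjusted p-values of 0.643 to 0.978 for WHIM29, 0.296 to 0.783 for WHIM52, 0.093 to 0.445 for WHIM34, 0.409 to 0.824 for WHIM4, and 0.0611 to 0.211 for WHIM10.

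For the PAM50 subtypes of Fig. 1A, the rankings went the same way. The basal genes were higher in each of the 5 basal models than in the other 3, and the HER2 genes were highest in WHIM52 and WHIM3. These genes belong to the classifier behind those subtypes, so their rankings are not independent evidence of them.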

Other observations

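Of the tests in this part, that of tissue handling and the other splits for the biopsies, the later passages, PTEN loss, and the response to eribulin were chosen after the result was seen.

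Of 27 PI3K pathway genes, 21 differed between the models, about the share found over all genes (76.2%). PTEN, the phosphatase that opposes PI3K, was lower in WHIM6 (mean log2 ratio -1.59 ± 0.27 SD, n = 3 arrays, log2 fold change -1.92, adjusted p = 1.81e-06 in limma) and WHIM29 (-0.81, log2 fold change -1.02, adjusted p = 0.00192), which Fig. 1 shows with PTEN loss. The call in WHIM29 was lost without its replicate B (adjusted p = 0.0723, the highest of its alternatives). WHIM34, also shown with PTEN loss, had the highest PTEN (1.34 ± 0.80 SD, n = 2 arrays, log2 fold change 1.44, adjusted p = 0.000121 in limma), and WHIM12 did not differ past the threshold (log2 fold change 0.15, adjusted p = 0.654). Fig. 1 shows loss of PTEN protein, whereas these values are of RNA, so they do not contradict it. The paper gives PTEN mutations for WHIM12, WHIM29, and WHIM34 and wild-type PTEN for WHIM6. INPP4B, another phosphatase gene of the pathway, was higher in WHIM3 (2.47) and WHIM52 (1.57) and lower in WHIM4 (-1.09), WHIM10 (-0.92), and WHIM34 (-1.05). It was also lower in WHIM29 (adjusted p = 0.0026 in limma), where it was not well above background on either array, so the size of that difference is not fixed. AKT3 was higher in WHIM4 (1.48), WHIM10 (1.12), and WHIM52 (0.92) and lower in WHIM3 (-0.60), WHIM6 (-0.79), and WHIM34 (-1.33). Of 35 alternatives, the AKT3 call held under 26 in WHIM3, 31 in WHIM52, 33 in WHIM6, and 34 in WHIM34, and that of INPP4B under 33 in WHIM34 and 34 in WHIM29. PIK3CA was higher in WHIM4 (1.53, standard error 0.17, adjusted p = 1.77e-06 in limma), the model in which the paper reports its amplification.

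No gene differed past the threshold between the 4 models with PTEN loss and the other 4 in limma, and 980 had an unadjusted p under 0.05, where 946 were expected by chance. No gene did between the 3 models resistant and the 3 sensitive to eribulin, and 1048 had an unadjusted p under 0.05. In simulated data, 32% of genes changed by 1 on the log2 scale were found for PTEN loss and 14% for eribulin. Differences of this size can therefore be missed in both comparisons. For PTEN loss, the fibroblast and matrix genes had a median change of 1.28, claudins of -1.27, hypoxia genes of 0.78, and PAM50 proliferation genes of 0.54, and camera called 7 lists higher and 3 lower, none of them with an estimated correlation (adjusted p = 0.527 or higher). WHIM12 carried the fibroblast and claudin changes, with list means of 3.03 and -2.78, since the other 3 models with PTEN loss had -1.05 to -0.496 and 0.884 to 1.93, beside -1.37 to -0.964 and 1.2 to 2.03 in the 4 models without. Hypoxia genes also did not move together, with means of 0.413 in WHIM6, 0.823 in WHIM12, 0.923 in WHIM34, and -1.53 in WHIM29, the lowest of the 8 models. Tubulin genes, the targets of eribulin, had a median change of 0.49 for PTEN loss, with 3 of 12 higher when adjusted over the list alone and none over all genes. Between models resistant and sensitive to eribulin, their median change was -0.35 and the list was not called (adjusted p = 0.176 in camera). In resistant models, interferon response genes had a median change of 1.01, with 2 of 18 higher when adjusted over the list alone, and MHC class II genes of 0.98, and camera called 5 lists higher and 2 lower, none of them with an estimated correlation (adjusted p = 0.671 or higher). Resistant WHIM3 did not share these changes, with interferon and MHC class II means of -0.443 and -0.276, beside 0.915 and 0.831 in WHIM4 and 1.55 and 1.11 in WHIM6. The sensitive models had -0.362 and -0.278 in WHIM10, -0.898 and -0.738 in WHIM29, and 0.156 and -0.524 in WHIM34.

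The deviations of WHIM3 passage C and WHIM4 passage C from their model means correlated across genes at 0.558, the highest of the 209 pairs of arrays of different models. Passage C of WHIM10 deviated in part alike, at 0.23 with WHIM3 and 0.254 with WHIM4. So did passage C of WHIM6 (0.204 and 0.198, and 0.187 with WHIM10), which its Cy5 source name calls passage B. Passage C of WHIM12 (-0.0641 and -0.0452) and WHIM52 (-0.116 and -0.101) did not. Pairs of other passages reached similar values, such as 0.26 for WHIM3 B with WHIM4 A and 0.237 for WHIM10 A with WHIM4 A. However, the deviations of a model's arrays cancel out, so a shift shared by passage C also makes other passages deviate alike. These pairs therefore cannot tell whether correlations of this smaller size are particular to passage C. On the passage C arrays of WHIM3 and WHIM4, the replication histone genes H4C3 (1.92 and 1.76) and H4C2 (2.01 and 1.66) were higher. GABRE (-2.32 and -1.43) and the nuclear RNA NEAT1 (-1.87 and -1.47) were lower there. These genes were chosen after their values were seen. Passage C of WHIM3 and passage C of WHIM4 shared no slide and no scan day. The processing of the signals is argued against as the cause, since the correlation was at least 0.341 over 8 other processing settings. Noise of dim spots is also argued against, since it was 0.701 among the genes with the highest signal, the upper of 3 equal groups, and 0.17 in the lowest group. Tissue handling stays open. Immediate early genes deviated by -0.545 and -0.481, both downward, and by -0.571 in WHIM10 passage C but 0.152 in WHIM6 passage C, and no record of handling is given that would decide it. Proliferation genes deviated upward, by 0.496 and 0.164. No biological explanation was tested, since the design gives none for a passage letter.

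Other splits of the samples were compared with the real ones. For the differences between the 8 models, the real labels gave 14421 genes, the highest of 100 relabelings, and the highest other gave 354. The same held for WHIM3 (7766, highest other 145), WHIM4 (7391, 251), WHIM6 (3783, 982), and WHIM10 (6012, 567), where 1 of 100 labelings, the real one, gave as many. WHIM12, WHIM29, WHIM34, and WHIM52 were not compared in this way. A random assignment of arrays to models would thus not give these counts. Passages of a model share the tumor of 1 patient, so relabeling single arrays does not test differences beyond those between single patients. For HER2-enriched against basal models the real split gave 134 genes and the highest of the 21 splits besides it gave 7. The subtypes came from gene expression profiling of the models, so the real split was favored in advance and this comparison does not exclude chance. For biopsies, 16 splits are too few for a share under 0.05, with 67 genes in the real split and 0 in the highest other. For eribulin, 10 splits are too few, with 0 genes in the real split and 1 in the highest other. For later passages, 100 of 100 splits gave as many as the real count of 0, and for PTEN loss 35 of 35 did, with 18 in the highest other. Any split gives at least 0 genes, so these 2 comparisons say nothing about chance.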
